# Uncovering Novel Roles of miR-122 in the Pathophysiology of the Liver: Potential Interaction with NRF1 and E2F4 Signaling

**DOI:** 10.3390/cancers15164129

**Published:** 2023-08-16

**Authors:** Martha Paluschinski, Jessica Schira-Heinen, Rossella Pellegrino, Lara R. Heij, Jan Bednarsch, Ulf P. Neumann, Thomas Longerich, Kai Stuehler, Tom Luedde, Mirco Castoldi

**Keywords:** miR-122, polyribosomes, liver cancer, NRF1, E2F4, G6PD

## Abstract

**Simple Summary:**

The microRNA miR-122 plays a crucial role in liver function, but its full impact on gene regulation and disease mechanisms remains unclear. To better understand miR-122, two different methods were used: studying its effects on translation through ribosome occupancy analysis and at the protein level. We found that miR-122 could potentially antagonize the activity of disease-related transcription factors and influence the expression of malignancy-associated proteins. Many of these proteins have been validated as novel targets of miR-122 and linked to liver disease biogenesis. In summary, this study sheds new light on the role of miR-122 by proposing a novel molecular mechanism on how disruption of this miRNA may contribute to the development of liver disease.

**Abstract:**

MicroRNA miR-122 plays a pivotal role in liver function. Despite numerous studies investigating this miRNA, the global network of genes regulated by miR-122 and its contribution to the underlying pathophysiological mechanisms remain largely unknown. To gain a deeper understanding of miR-122 activity, we employed two complementary approaches. Firstly, through transcriptome analysis of polyribosome-bound RNAs, we discovered that miR-122 exhibits potential antagonistic effects on specific transcription factors known to be dysregulated in liver disease, including nuclear respiratory factor-1 (NRF1) and the E2F transcription factor 4 (E2F4). Secondly, through proteome analysis of hepatoma cells transfected with either miR-122 mimic or antagomir, we discovered changes in several proteins associated with increased malignancy. Interestingly, many of these proteins were reported to be transcriptionally regulated by NRF1 and E2F4, six of which we validated as miR-122 targets. Among these, a negative correlation was observed between miR-122 and glucose-6-phosphate dehydrogenase levels in the livers of patients with hepatitis B virus-associated hepatocellular carcinoma. This study provides novel insights into potential alterations of molecular pathway occurring at the early stages of liver disease, driven by the dysregulation of miR-122 and its associated genes.

## 1. Introduction

The liver plays a critical role in maintaining metabolic homeostasis by synthesizing, storing, and redistributing metabolites. It also acts as the body’s primary organ for detoxification, making it susceptible to toxicity. Acute or repeated insults to the liver are known risk factors for liver disease [1]. MicroRNAs (miRNAs) are small noncoding RNAs that regulate gene expression at the post-transcriptional level. Extensive evidence suggests that miRNAs have the ability to control networks comprising hundreds of genes, thus triggering pleiotropic effects in response to physiological and pathological changes in their expression. Among these miRNAs, miR-122 has been extensively studied and implicated in various aspects of hepatic metabolism, such as cholesterol metabolism [2] and iron homeostasis [3]. Additionally, miR-122 was shown to possess tumor suppressor and anti-inflammatory properties [4]. Notably, miR-122 was found significantly downregulated in the livers of approximately 70% of hepatocellular carcinoma (HCC) patients [5], and lower levels of miR-122 have been associated with shorter recurrence times in resected HCC patients [6]. Studies on miR-122 knockout (KO) animals have revealed that while these animals are viable, their livers exhibit infiltration by inflammatory cells, leading to the development of steatohepatitis, fibrosis, and HCC [4], while miR-122 inhibition in human liver organoids has been shown to lead to inflammation [7]. Collectively, these findings support the existence of a link among miR-122, inflammation, and liver cancer. Despite the extensive knowledge on miR-122, numerous questions remain unanswered. For instance, the mechanisms underlying miR-122 downregulation during the onset of liver diseases are still poorly understood. Is the downregulation of miR-122 merely a consequence of healthy parenchyma loss, or is it a physiological process with a specific regulatory function that has gone awry? Furthermore, what are the molecular networks that underlie its functional role? To further explore the impact of miR-122 on liver pathophysiology, a combination of transcriptomic and proteomic approaches was applied, providing evidence that alterations in miR-122 levels have the potential to modify the translational activity of thousands of genes. Our data suggest that miR-122 potentially modulate genes downstream of several transcription factors (TFs), including nuclear respiratory factor-1 (NRF1), transcription factor E2F4 (E2F4), and Yin Yang 1 (YY1). Through our investigation, several novel miR-122 targets were identified and validated. Notably, elevated expression of these genes has been linked to an unfavorable clinical outcome in HCC patients, suggesting their potential prognostic value. Overall, this study sheds new light on the potential changes in signaling pathways that may occur during the onset of liver disease, which may be potentially linked to alterations in miR-122 and its associated mRNA targets.

## 2. Results

### 2.1. Preparation and Isolation of Polyribosomes from Sucrose Gradient

Despite the extensive literature on miRNA biology, the identification of miRNA targets remains a contentious issue. It was initially proposed that miRNAs inhibited protein synthesis via inducing degradation of their mRNA targets [8,9]. On the contrary, studies on isolated polyribosomes suggested that miRNAs primarily cause mRNA destabilization [10,11]. Consequently, analyzing polyribosomes could facilitate the identification of bona fide miRNA targets and their associated regulatory network (reviewed in [12]). To evaluate the efficacy of polyribosome analysis in identifying genes responsive to miR-122, human hepatoma cell lines (Huh-7) were transfected with miR-122 mimics or inhibitors (antagomiRs). Polyribosomes were then isolated through fractionation on sucrose gradients. As a proof of principle, the relative distribution of genes of interest (GOI) on the polyribosomes was assessed using quantitative real-time PCR (Figure 1). We found that miR-122 overexpression led to a significant increase in the levels of miR-122 in the polyribosomal fractions (Figure 1B). In contrast, the expression and distribution of other miRNAs, here illustrated by miR-192, remained unaffected (Figure 1C). Consistently, the analysis of the best-known direct target of miR-122, SLC7A1 (high-affinity cationic amino-acid transporter 1 [13]), identified a significant increase in the abundance of SLC7A1 RNA in the polyribosomal fractions isolated from antagomir-transfected cells (Figure 1D). Notably, the distribution on polyribosimal fractions of hemochromatosis (HFE), hemojuvelin (HJV), and hepcidin (HAMP) transcripts, all genes that were previously reported to respond to miR-122 [3], was found to be affected by the modulation of miR-122 levels (Supplementary Figure S1). Conversely, the distribution of genes that are not expected to respond to miR-122, including transferrin receptor 2 (TFR2), bone morphogenetic protein 6 (BMP6), L-ferritin, and growth differentiation factor 15 (GDF15; Figure 1E and Supplementary Figure S1), were not significantly affected. Thus, these results support the conclusion that known miR-122-responsive genes can be identified by analyzing the distribution of genes of interest (GOIs) on polyribosomes.

### 2.2. Modulation of miR-122 Expression Results in Changes in Polyribosome Occupancy for Thousands of Transcripts

To better comprehend the impact of miR-122 on the cellular transcriptome and its molecular networks, we took a comprehensive approach. RNAs were isolated from the individual polyribosomal fractions of cells transfected with either miR-122 mimics (122-MIM) or antagomiRs (122-PM). These RNAs were then combined to create polyribosomal pools of decreasing densities [i.e., P1 = heavy (fractions A1–A4), P2 = middle (fractions A5–A8), and P3 = light (fractions A9–A12); visualized in Figure 2A]. 

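The data analysed here were 12 arrays of Huh-7 RNA taken 48 h after transfection, in 6 groups of 2 arrays. Each transfection, the mimic or the antagomiR, had the pools P1, P2 and P3, and each group held replicate 1 and replicate 2. The values deposited by the authors were log2 signals after RMA, from 1.72 to 14.2, with array medians between 6.26 and 6.51. Transcript clusters with exactly 1 gene symbol, 19460 in number, were tested. A limma fit took all 6 groups together and called a transcript where the Benjamini-Hochberg adjusted p was under 0.05 and the difference at least 1.5-fold. The thresholds of the study (1.5-fold, unadjusted p up to 0.05) were applied to the same fit. Gene lists, among them ribosomal proteins, secreted hepatocyte proteins and reported miR-122 targets, were tested with camera, and the lists and the rule for naming genes were fixed before the data were examined. The p-values rest on 2 arrays per group, whose number limits precision. In P1 of the mimic, the array of replicate 2 had a narrower signal range than the others, with a slope of 0.701 on the mean of the other arrays (0.920 to 1.08 for the others) and an SD of 1.58 (1.82 to 2.09 for the others). Its highest correlation with any array was 0.890, while the lowest correlation among the others was 0.925. After adjustment, the methods' one-way test called at most 1 transcript in any of the 9 comparisons, including those where limma called many. Where this test called none, that says little about the absence of a difference.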

To conduct an in-depth analysis, these six different RNA pools (i.e., three densities for two conditions for two different experiments) were hybridized to microarrays, and bioinformatics analysis was carried out to identify miR-122-responsive genes. Specifically, AltAnalyze [15] was used to compare the changes in the relative amount of genes across the three different pools (i.e., P1 vs. P2, P2 vs. P3, and P1 vs. P3) within each condition (i.e., 122-MIM or 122-PM). Moreover, comparisons were carried out across the conditions (i.e., 122-MIM vs. 122-PM) within each pool (i.e., P1, P2 or P3) for a total of nine comparisons. 

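Among the largest differences between the heavy and the light pool were small noncoding RNAs, which were lower in the heavy pool after either transfection. SCARNA7, a guide RNA of Cajal bodies, had a log2 difference between P1 and P3 of -4.61 with the mimic (standard error 0.20, adjusted p = 7.21e-05) and of -3.78 with the antagomiR (standard error 0.20, adjusted p = 0.000401). The RNA component of telomerase, TERC, was also lower in P1, at -3.29 with the mimic (standard error 0.30, adjusted p = 0.0044) and -2.90 with the antagomiR, as was RPPH1, the RNA of ribonuclease P, at -3.42 and -3.76. SNORD4A, which guides methylation of ribosomal RNA, was lower at -3.83 and -3.30. On the heavy side with the mimic were the adhesion molecule EPCAM, at 2.30 (standard error 0.27, adjusted p = 0.0085), the integrin ITGAV, at 2.20, and POLR2A, the largest subunit of RNA polymerase II, at 2.03 (standard error 0.17, adjusted p = 0.0030). With the antagomiR, FASN, which makes fatty acids, was higher in P1 by 2.85 (standard error 0.56, adjusted p = 0.038). VCP, an ATPase that extracts proteins for degradation, was higher by 2.46 with the antagomiR (standard error 0.22, adjusted p = 0.0045). It was also higher with the mimic, by 2.03 (standard error 0.22, adjusted p = 0.0068).

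The differences between P1 and P3 with the mimic and with the antagomiR had a Pearson r of 0.589 and a Spearman rho of 0.451 across transcripts, and r was 0.796 and rho 0.707 without the mimic P1 array of replicate 2 and r was 0.308 without that of replicate 1. Genes are not independent replicates, so no p-value is attached to these correlations. Of 439 transcripts called with the antagomiR, 437 had the same sign with the mimic, of 635 called with the mimic, 633 had the same sign with the antagomiR, and 251 were called in both. The 20 transcripts with the largest differences in each transfection, named above in part, depended on single arrays, as 14 and 15 calls with the mimic were lost without the P3 array of replicate 1 or of replicate 2. With the antagomiR, 19 were lost without either P1 array, 18 without the P3 array of replicate 1 and 8 without that of replicate 2.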

In detail, we measured (i) the significant shift of genes from high-density to low-density fractions in cells transfected with the miR-122 mimic (122-MIM; Figure 2B,C), which led to the shift of 6621 transcripts toward lighter-density polyribosomes indicating a reduced translational turnover of the associated genes in response to miR-122 upregulation; (ii) the significant shift of genes from low-density to high-density fractions in cells transfected with the antagomiR (122-PM; Supplementary Figure S2), which identified the shifting of 6163 transcripts toward polyribosomes with heavier density, indicating an increase in translational turnover of these genes in response to miR-122 inhibition; and (iii) the significant change in the expression of genes across the same fractions in 122-MIM versus 122-PM (Supplementary Figure S3), which identified the significant enrichment of 1028 transcripts in polyribosomes isolated from 122-PM-transfected cells.

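With the mimic, mRNAs of ribosomal proteins, which build the ribosome itself, were lower in the heavy pool than in the light pool. Those of mitochondrial proteins and of histones leaned the same way, while mRNAs of secreted liver proteins and of nuclear transport factors leaned toward the heavy pool. Whether these group differences follow transcript length was not tested, as no lengths were at hand, so they cannot be read as regulation. Ribosomal proteins had a median log2 difference between P1 and P3 of -1.65 (camera adjusted p = 1.1e-28, adjusted p = 0.65 with an estimated correlation), and 27 of 51 were lower in P1 (50 when adjusted over the list alone). After cyclic loess the median was -0.85, with 17 lower (23 over the list alone). RPS6 of the small subunit was lower at -1.84 (standard error 0.25, adjusted p = 0.012) and RPL12 of the large subunit at -1.91 (standard error 0.28, adjusted p = 0.014). Respiratory chain subunits, which pass electrons to oxygen, had a median of -0.91 (adjusted p = 2.2e-08, adjusted p = 0.79 with an estimated correlation), and of 66, 3 were lower and 1 higher in P1 (20 and 3 over the list alone). ATP5MG of ATP synthase was lower at -1.96 (standard error 0.30, adjusted p = 0.018), whereas NDUFS1 of complex I was higher by 1.38 (standard error 0.21, adjusted p = 0.017). Mitochondrial ribosomal proteins had a median of -0.62 (adjusted p = 5.1e-06, adjusted p = 0.79 with an estimated correlation), with 2 of 62 lower (2 over the list alone), namely MRPS33 (-2.18, adjusted p = 0.036, and 0.092 without the mimic P1 array of replicate 2) and MRPL33 (-1.86, adjusted p = 0.040, and 0.071 without it). Replication-dependent histones, which package new DNA, had a median of -1.24 (adjusted p = 2.4e-08, adjusted p = 0.79 with an estimated correlation). Of 41, 2 were lower (4 over the list alone), H2BC21 at -2.94 (standard error 0.42, adjusted p = 0.014) and H2AC15 at -1.68 (standard error 0.33, adjusted p = 0.036). After cyclic loess the median was -0.40 for respiratory chain subunits (4 higher, 8 lower), -0.25 for mitochondrial ribosomal proteins (5 lower) and -0.81 for histones (1 lower).

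Toward the heavy pool of the mimic, nuclear transport receptors and nucleoporins, which carry cargo through the nuclear pore, had a median of 0.47 (adjusted p = 0.0022, adjusted p = 0.79 with an estimated correlation), with 3 of 37 higher (6 over the list alone). These were KPNA6 (1.44, standard error 0.31, adjusted p = 0.047), TNPO1 (0.88, adjusted p = 0.042) and TPR (1.67, adjusted p = 0.049), and without the mimic P1 array of replicate 2 the adjusted p was 0.058 for TNPO1 and for TPR. Aminoacyl-tRNA synthetases, which charge tRNAs for translation, had a median of 0.57 (adjusted p = 0.0071, adjusted p = 0.79 with an estimated correlation), with 1 of 15 higher (4 over the list alone), NARS1 by 1.88 (standard error 0.29, adjusted p = 0.019). Secreted hepatocyte proteins had a median of 0.78 (adjusted p = 0.00059, adjusted p = 0.85 with an estimated correlation) and ER chaperones of 0.81 (adjusted p = 0.028, adjusted p = 0.87 with an estimated correlation). Of the secreted proteins and ER chaperones limma called none, with 12 of 37 and 3 of 16 higher and 1 of 37 lower at unadjusted p under 0.05, and the one-way test called none after adjustment. In the fit with the replicate number as a block, 12 and 6 were higher, and after cyclic loess 11 and 4, at medians of 1.41 and 1.41. Fibroblast and endothelial markers passed at a median of 0.38 (adjusted p = 0.043, adjusted p = 0.79 with an estimated correlation), but not without the mimic P1 array of replicate 2 (median 0.16), after cyclic loess (adjusted p = 0.12) or after the dim filter (adjusted p = 0.073). Without that array and with the replicate number as a block, the medians were -1.24 for ribosomal proteins, -0.25 for respiratory chain subunits, -0.08 (adjusted p = 0.21) for mitochondrial ribosomal proteins, -0.43 for histones, 1.13 for secreted proteins, 1.07 for ER chaperones and 0.95 for the synthetases.

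Over all transcripts of the mimic, limma called 216 higher and 419 lower in P1 than in P3, 3 higher and 20 lower in P2 than in P3, and 0 between P1 and P2, where 3187 were higher and 3711 lower at unadjusted p under 0.05 and the one-way test called 0. With the replicate number as a block, the calls were 745 higher and 1095 lower between P1 and P3 and 536 higher and 1780 lower between P1 and P2. Single arrays decided these counts, as between P1 and P3 they were 2274 higher and 3242 lower without the mimic P1 array of replicate 1 and 435 higher and 254 lower without that of replicate 2. They were 4 and 9 without the mimic P3 array of replicate 1, 1 and 13 without that of replicate 2, 106 and 250 without a mimic P2 array, 76 and 161 without an antagomiR P1 array, 66 and 158 without an antagomiR P2 array, and 129 and 250 without an antagomiR P3 array. Between P2 and P3, 236 were higher and 170 lower without the mimic P1 array of replicate 2, and between P1 and P2 the count reached 8724 without that of replicate 1. At the thresholds of the study, the shifts toward lighter pools of the mimic summed to 6655 over the 3 pool comparisons. This sum depended on single P1 arrays of the mimic. A shift here is a difference between pools within the transfection, which does not test a response to miR-122.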

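After transfection of the antagomiR, mRNAs of secreted liver proteins, nuclear transport factors, aminoacyl-tRNA synthetases and enzymes of sugar breakdown leaned toward the heavy pool as groups, though few members were called, while those of ribosomal proteins leaned toward the light pool. Reported targets of miR-122 also leaned toward the heavy pool as a group. For these groups, too, transcript length was not tested. Secreted hepatocyte proteins had a median log2 difference between P1 and P3 of 1.33 (camera adjusted p = 1.2e-09, adjusted p = 0.31 with an estimated correlation), and 6 of 37 were higher in P1 (13 when adjusted over the list alone). The hemoglobin carrier HP was higher by 2.51 (standard error 0.31, adjusted p = 0.013), and the fibrinogen chains FGA and FGB by 1.33 (standard error 0.25, adjusted p = 0.036) and 1.46 (standard error 0.28, adjusted p = 0.036). Aminoacyl-tRNA synthetases had a median of 0.97 (adjusted p = 1.7e-07, adjusted p = 0.22 with an estimated correlation), with 4 of 15 higher (4 over the list alone), among them VARS1, which charges valine, by 2.19 (standard error 0.36, adjusted p = 0.024). For nuclear transport receptors and nucleoporins the median was 0.84 (adjusted p = 2.1e-12, adjusted p = 0.22 with an estimated correlation), with 3 of 37 higher (17 over the list alone), among them NUP188, a scaffold of the pore, by 1.64 (standard error 0.34, adjusted p = 0.049). Glycolysis and the pentose phosphate pathway had a median of 0.63 (adjusted p = 7.3e-06, adjusted p = 0.22 with an estimated correlation), with 3 of 22 higher (8 over the list alone), ENO1 by 1.41 (standard error 0.20, adjusted p = 0.018), HK2 by 1.50 (standard error 0.25, adjusted p = 0.025) and PGK1 by 1.93 (standard error 0.36, adjusted p = 0.033).

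Reported miR-122 targets, a list from background knowledge, had a median of 0.66 with the antagomiR (adjusted p = 1.8e-05, adjusted p = 0.31 with an estimated correlation), and 3 of 20 were higher in P1 (6 over the list alone). Among these were the shedding protease ADAM17 (0.92, standard error 0.19, adjusted p = 0.047) and GYS1, the glycogen synthase of muscle (1.29, standard error 0.24, adjusted p = 0.031). With the mimic the same list had a median of 0.18 (adjusted p = 0.45), 0.55 (adjusted p = 0.003) without the mimic P1 array of replicate 2 and 0.60 (adjusted p = 0.0081) after cyclic loess. ADAM10 was higher (1.37, adjusted p = 0.027, and 0.054 without that array) and CCNG1, a cyclin of the p53 response, lower (-2.36, adjusted p = 0.042, and 0.11 without it), and over the list alone 2 were higher and 1 lower. ER chaperones had a median of 1.12 (adjusted p = 3.3e-05, adjusted p = 0.39 with an estimated correlation) and cholesterol synthesis of 0.71 (adjusted p = 8.9e-05, adjusted p = 0.31 with an estimated correlation), against 0.00 for cholesterol synthesis with the mimic (adjusted p = 0.61, 0.36 with adjusted p = 0.019 without the mimic P1 array of replicate 2, and 0.53 with adjusted p = 0.0033 after cyclic loess). limma called no member of them with the antagomiR, where 5 of 16 and 6 of 16 were higher at unadjusted p under 0.05 (2 and 5 over the list alone), and the one-way test called none after adjustment. Of the ER chaperones, 12 were higher with the replicate number as a block. After cyclic loess, 1 ER chaperone and 2 cholesterol synthesis genes were called higher. The ribosomal proteins, at a median of -0.74 (adjusted p = 1.2e-11, adjusted p = 0.31 with an estimated correlation), were lower in P1 with the antagomiR as well, though RPL36 alone was called, at -1.32 (standard error 0.24, adjusted p = 0.029, 3 of 51 over the list alone). Histones had a median of -0.34 (adjusted p = 0.023, adjusted p = 0.76 with an estimated correlation) with 0 of 41 called by limma or by the one-way test and 3 lower at unadjusted p under 0.05. Their median was 0.08 in replicate 1 and -0.82 in replicate 2. Nuclear long noncoding RNAs and hosts of small nucleolar RNAs had a median of -0.86 (adjusted p = 0.025, 0.063 without the mimic P1 array of replicate 2 and adjusted p = 0.23 with an estimated correlation), and 1 of 4, ZFAS1, was lower at -1.54 (adjusted p = 0.023, 2 over the list alone), as it was at -2.48 with the mimic (standard error 0.25, adjusted p = 0.0049), where the list had a median of -1.10 (adjusted p = 0.054). Respiratory chain subunits and mitochondrial ribosomal proteins had medians of 0.02 with the antagomiR (adjusted p = 0.62 and 0.29), which fell to -0.14 after cyclic loess.

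Over all transcripts of the antagomiR, limma called 318 higher and 121 lower in P1 than in P3, 0 higher and 14 lower in P2 than in P3, and 0 between P1 and P2, where 467 were higher and 345 lower at unadjusted p under 0.05 and the one-way test called 1. The P1 and P3 counts were 1172 higher and 371 lower with the replicate number as a block and 1085 higher and 589 lower without the mimic P1 array of replicate 2. Without either antagomiR P1 array they were 0 and 1, without the antagomiR P3 array of replicate 1 they were 0 and 4 and without that of replicate 2 they were 144 and 61, without an antagomiR P2 array 99 and 45, without a mimic P2 array 137 and 61, and without a mimic P3 array 178 and 60. At the thresholds of the study, P2 against P3 gave 796 higher and 629 lower, and the share of higher transcripts moved from 55.9% to 45.2% after cyclic loess. Shifts toward heavier pools of the antagomiR summed to 2926 at these thresholds over the 3 pool comparisons, and this sum depended on single arrays. Like those of the mimic, they are differences between pools within a transfection and do not test a response to miR-122. With the mimic, 437 of the 439 transcripts called between P1 and P3 of the antagomiR had the same sign.

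**Figure D1:**
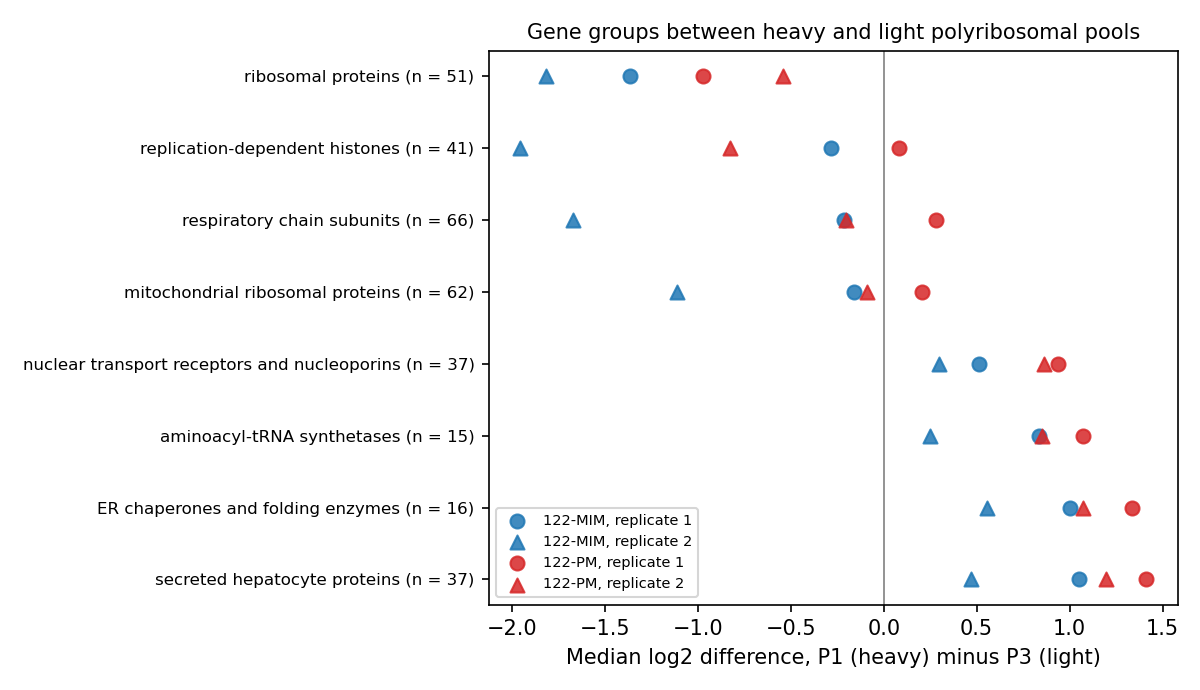
Median log2 difference between P1 and P3 (horizontal axis) of the members of 8 gene groups (vertical axis, n = measured members), with circles for replicate 1 and triangles for replicate 2 of the mimic (blue) and the antagomiR (red). Ribosomal proteins lie below 0 in all 4 cultures, from -1.82 to -0.54, and secreted hepatocyte proteins above 0, from 0.47 to 1.41.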

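Within a pool, no transcript differed between the mimic and the antagomiR after adjustment over all transcripts. In the heavy pool, groups of genes had lower medians with the mimic, among them ribosomal and mitochondrial proteins and reported targets of miR-122. The size of this depended on the mimic P1 array of replicate 2. In P1 of that replicate the difference between the transfections fell with signal level, at a slope of -0.328, against -0.037 in replicate 1. The lower medians may therefore reflect the signal range of that array. With an estimated correlation no list passed, and after cyclic loess neither the ribosomal proteins nor the targets did. In P1, ribosomal proteins had a median log2 difference of -0.99 (camera adjusted p = 2.5e-12, adjusted p = 0.35 with an estimated correlation), with 26 of 51 lower at unadjusted p under 0.05. The median was -0.49 without the mimic P1 array of replicate 2 and -0.02 after cyclic loess. Respiratory chain subunits had a median of -0.96 (adjusted p = 2.7e-12, adjusted p = 0.35 with an estimated correlation), with 31 of 66 lower at unadjusted p under 0.05, and -0.37 without that array (-0.24 with the replicate number as a block as well). The reported targets had a median of -0.63 (adjusted p = 0.00041, adjusted p = 0.35 with an estimated correlation), with 5 of 20 lower at unadjusted p under 0.05. Without the mimic P1 array of replicate 2 it was -0.17 (adjusted p = 0.016), after cyclic loess -0.08 (adjusted p = 0.55), and after the dim filter the adjusted p was 0.23. CCNG1, a cyclin, differed by -1.44 (standard error 0.50, adjusted p = 0.25), BCKDK, a kinase of branched-chain amino acid breakdown, by -1.12 (standard error 0.35, adjusted p = 0.25) and CD320, a receptor for vitamin B12 uptake, by -0.91 (standard error 0.35, adjusted p = 0.25), with -0.78, -0.52 and -0.38 without that array. Fibroblast and endothelial markers went the other way, at a median of 0.28 (adjusted p = 0.018, adjusted p = 0.35 with an estimated correlation, and 0.05 with adjusted p = 0.41 after cyclic loess). In P2 only the ribosomal proteins passed, at a median of -0.14 (adjusted p = 0.013, adjusted p = 0.95 with an estimated correlation, and -0.06 with adjusted p = 0.46 after cyclic loess), and in P3 no list passed. With the replicate number as a block, 6 lists passed in P2, and with the block and without that array 9 passed in P2 and 3 in P3. Over P1, P2 and P3 together the targets had a median of -0.28 (adjusted p = 0.00047, adjusted p = 0.49 with an estimated correlation), -0.12 (adjusted p = 0.021) without it and -0.06 (adjusted p = 0.30) after cyclic loess.

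limma called 0 transcripts in P1, P2 or P3 or over the 3 pools. The one-way test also called 0 after adjustment, which adds little, as it called almost none in any comparison. At unadjusted p under 0.05, limma gave 2122 higher and 1769 lower with the mimic in P1, 42 and 9 in P2, 123 and 117 in P3, and 431 and 497 over the pools. Without the mimic P1 array of replicate 1, 7262 transcripts were called in P1 and 1047 over the pools. The thresholds of the study gave 1283 higher and 1606 lower with the mimic in P1, 17 and 5 in P2, 39 and 47 in P3, and 6 and 132 over the pools, where the share of higher transcripts in P2 moved from 77.3% to 61.5% after cyclic loess. Transcripts lower with the mimic summed to 1658 over the 3 pools, to 4848 without the mimic P1 array of replicate 1, to 394 without that of replicate 2 and to 457 without the antagomiR P1 array of replicate 2. With the replicate number as a block, P1 gave 1333 higher and 2493 lower, P2 38 and 12, P3 56 and 76, and the sum was 2581.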

### 2.3. Potential Regulatory Role of miR-122 on NRF1-, E2F4-, and YY1-Mediated Gene Regulation

To explore the functional significance associated with the shift in mRNA occupancy in response to changes in miR-122, the GO-Elite algorithm [16] was used to analyze the differentially regulated genes (DEGs) from transcriptomic data. GO-Elite allows the identification of common biological ontology pathways that describe a specific set of genes. Specifically, GO-Elite identified a significant enrichment for genes associated to the transcription factors (TFs) YY1, E2F4, NRF1, and Forkhead box P3 (FOXP3; Figure 2D and Supplementary Table S1). 

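Genes assigned by the study to YY1, NRF1, E2F4 or FOXP3 lay on the stated side of the pool comparisons in nearly all cases, though few passed adjustment over all transcripts. YY1 binds promoters of many growth genes, NRF1 those of mitochondrial genes, E2F4 represses cell cycle genes and FOXP3 directs regulatory T cells. The lists were chosen by the study on these arrays, so they are not independent evidence, and the enrichment itself was not analysed here. Of 582 gene entries for NRF1 in the supplementary tables, 554 were measured, 551 had the stated direction, 286 met the thresholds of the study and 35 were called after adjustment. For YY1 the numbers were 640, 609, 605, 362 and 56, for FOXP3 928, 865, 829, 403 and 46, and for E2F4 215, 193, 181, 82 and 10. The entries higher in P2 than in P3 of the antagomiR, 30 for E2F4 and 129 for FOXP3, are more than Table S1 of the study gives for them. RAD50, which joins DNA ends in repair, was higher in P1 than in P3 by 1.78 with the mimic (standard error 0.29, adjusted p = 0.021) and by 1.74 with the antagomiR (adjusted p = 0.025). PCGF2, a Polycomb protein, was lower at -1.56 (standard error 0.18, adjusted p = 0.0075) and -1.22 (adjusted p = 0.018). In the entries higher in P1 than in P3 of the antagomiR, NRF1-assigned genes had a median log2 difference of 1.02, with 22 of 119 called, and E2F4-assigned genes of 0.81, with 5 of 37 called. YY1-assigned genes lower in P1 than in P3 of the mimic had a median of -1.56, with 21 of 103 called, and of -1.14 with 12 called without the mimic P1 array of replicate 2. With the replicate number as a block, 128 entries for NRF1, 196 for YY1, 200 for FOXP3 and 35 for E2F4 were called, and without the mimic P1 array of replicate 2 the numbers were 69, 92, 87 and 20.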

Markedly, these transcription factors have been found to be dysregulated in patients with liver diseases including steatosis, nonalcoholic steatosis, and HCC [17,18,19,20]. Interestingly, the mining of sequencing data of a cohort of patients with liver hepatocellular carcinoma (LIHC) included in The Cancer Genome Atlas (TCGA) shows that YY1, E2F4, and NRF1 expressions were significantly upregulated in the liver of HCC patients (Supplementary Figure S4). Moreover, the Kaplan–Meier curves from these data show that LIHC patients with lower YY1, E2F4, and NRF1 expression have a significantly higher probability of survival (Supplementary Figure S4). Contrariwise, FOXP3 (Figure 2D), which is mainly expressed in regulatory T-cells (Treg [18]), was found to be significantly downregulated in TCGA LIHC cohort, and LIHC patients with higher FOXP3 expression had a significantly higher probability of survival (Supplementary Figure S5). The upregulation of YY1, E2F4 and NRF1 in the liver of HCC patients was also confirmed through the analysis of cohorts of patients downloaded from GEO (i.e., GSE62232 and GSE6764; Supplementary Figure S6). Significantly, the application of GO-Elite to the analysis of patients’ cohorts with grade III HCC (accession number GSE45050; [21]) identified a significant enrichment for genes associated to YY1, NRF1, and FOXP3 transcription factors (Supplementary Figure S7A,B), indicating that modulations of similar changes might be extrapolated through the analysis of the whole liver. Remarkably, a similar enrichment for YY1, NRF1, E2F4, and FOXP3 TFs was also identified by GO-Elite in both the livers of miR-122 KO animals (GSE31453) and in the mouse model for liver cancer (GSE27713; Supplementary Figure S7C).

### 2.4. miR-122-Responsive Genes are under NRF1, E2F4, and YY1 Transcriptional Control

To validate the microarray and GO-Elite data, we followed a rigorous selection process resulting in the selection of 43 genes based on specific criteria. Firstly, a sub-list of genes was generated by selecting TF-associated genes [Supplementary Data S2, lists for individual TFs are found in Supplementary Tables S2 (E2F4), S3 (FOXP3), S4 (NRF1), and S5 (YY1)] responsive to miR-122 and present in at least two polyribosomal pool comparisons. Secondly, to identify potential miR-122 targets, this sub-list was overlaid with a list of predicted miR-122 targets generated by *miRWalk* [22]. Subsequently, genes that exhibited less than a 1.5-fold differential expression were filtered out. 

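Among the genes that the study linked to liver disease, DSG2, of cell adhesion, and KIF1B, a motor on microtubules, were higher in the heavy pool than in the light pool after either transfection. The list of 45 genes was chosen by the study on these arrays and so is not independent evidence. With the antagomiR the 43 measured genes had a median log2 difference between P1 and P3 of 0.57 (camera adjusted p = 8.9e-05, adjusted p = 0.31 with an estimated correlation), with 7 higher and 1 lower (18 and 4 when adjusted over the list alone). After the dim filter it did not pass (adjusted p = 0.073). With the mimic the median was 0.36 (adjusted p = 0.61), with 7 higher and 4 lower (13 and 14 over the list alone). DSG2, a cadherin of desmosomes, was higher by 2.06 with the antagomiR (adjusted p = 0.018) and by 1.99 with the mimic (standard error 0.30, adjusted p = 0.016). KIF1B, which carries mitochondria, was higher by 1.25 (adjusted p = 0.028) and 1.21 (standard error 0.22, adjusted p = 0.028). SPRED2, a brake on RAS signalling, was lower at -1.89 with the mimic (standard error 0.38, adjusted p = 0.038, and 0.075 without the mimic P1 array of replicate 2), and differed by -1.11 with the antagomiR (adjusted p = 0.17, and 0.0498 without that array). In P1 the list was lower with the mimic than with the antagomiR at a median log2 difference of -0.45 (adjusted p = 8.1e-05, adjusted p = 0.35 with an estimated correlation), and of -0.24 without that array, but not after cyclic loess (-0.16, adjusted p = 0.31) or the dim filter (adjusted p = 0.26).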

Finally, the remaining genes were thoroughly reviewed in the literature, specifically focusing on their links to “liver disease”, “infection”, “inflammation”, or “cancer”, generating a final list of 45 genes (Supplementary Table S6). Next, qPCR was used to assess the expression of the target genes in Huh-7 cells following transfection with 122-MIM (Figure 3), resulting in a significant reduction in the expression of 24 genes (i.e., ~56% of the selected genes). Specifically, the genes affected after 24 h were BAG1, BAX, CCDC43, CD47, DIXDC1, DSG2, F2RL2, G3BP2, KPNA6, KPNB1, NUP210, P4HA1, PCDC4, PDCD2, and TBC1D22B. After 48 h, the genes affected were CMTM7, HCFC1, KIF1B, KIF3A, MINK1, PDCD2, RNF26, SPRED2, and TNPO1 (Figure 3B,C). It is important to note that the identification of “unresponsive” genes does not exclude them from potentially being targeted by miR-122, as their regulation could occur at the translational level. Furthermore, we made an intriguing observation that the overexpression of miR-122 led to a significant reduction in E2F4 and NRF1 levels, while the expression of YY1 remained unaffected (Figure 3B). Notably, GO-Elite enrichment analysis also identified a significant enrichment of genes associated with the FOXP3 transcription factor (Figure 2D, Supplementary Table S1). 

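FOXP3, which directs regulatory T cells, had a low signal in Huh-7 cells in every pool. Its group means lay between 6.14 in P2 of the antagomiR and 6.87 in P1 of the mimic, and its mean level stood at percentile 39.7 of the transcripts tested, which on these arrays does not separate a low level from background. Genes the study assigned to FOXP3 were measured all the same, and those called between P1 and P3 were spread over both directions. Among the FOXP3 entries lower in P1 than in P3 of the mimic, 19 of 77 were called and the median log2 difference was -1.50, and 12 were called at a median of -1.06 without the mimic P1 array of replicate 2. For the entries higher in P1, 9 of 47 were called. With the antagomiR, 18 of 166 entries higher in P1 were called. With the replicate number as a block, 64 of these were called, and 36 lower and 26 higher entries of the mimic. In P1 the FOXP3 signal differed by 0.61 between the mimic and the antagomiR (standard error 0.25, adjusted p = 0.25 with limma).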

Although FOXP3 mRNA was not detected in Huh-7 cells, our analysis suggested that Huh-7 cells expressed a subset of FOXP3-responsive genes that also responded to changes in miR-122 levels (Supplementary Table S6). 

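For no transcript did the difference between the heavy and the light pool change between the mimic and the antagomiR after adjustment. As groups, ribosomal proteins, mitochondrial proteins and genes linked to E2F4 or NRF1 lay further toward the light pool with the mimic than with the antagomiR, and the size of this depended on the mimic P1 array of replicate 2. After cyclic loess only the respiratory chain subunits still passed, and with an estimated correlation no list did. The lists linked to E2F4 and NRF1 did not pass after the dim filter either (adjusted p = 0.83 and 0.10). limma called 0 transcripts in this test, with 627 higher and 237 lower at unadjusted p under 0.05. The one-way test was not run here. With the replicate number as a block, 629 were higher and 513 lower at the thresholds of the study, and 321 each with the block and without the mimic P1 array of replicate 2. In the fit without a block these thresholds gave 594 higher and 235 lower, 263 and 124 without that array and 7207 in all without the mimic P1 array of replicate 1, which also brought 4030 calls after adjustment, and the count was 1790 without the antagomiR P3 array of replicate 2. Sums were 301 without the antagomiR P3 array of replicate 1, 307 and 470 without the antagomiR P1 array of replicate 2 or of replicate 1, 350 without the mimic P3 array of replicate 1 and 537 without an antagomiR P2 array. After cyclic loess, the share of higher transcripts moved from 71.7% to 56.1%. Ribosomal proteins, the protein part of the ribosome, had a median change of -0.94 log2 (camera adjusted p = 1.4e-11, adjusted p = 0.41 with an estimated correlation), -0.43 without the mimic P1 array of replicate 2, and the direction turned to 0.01 after cyclic loess. For respiratory chain subunits, which pump protons, the median was -0.91 (adjusted p = 1.4e-11, adjusted p = 0.41 with an estimated correlation), and -0.20 (adjusted p = 0.037) after cyclic loess. Reported miR-122 targets had a median of -0.50 (adjusted p = 0.0018, adjusted p = 0.41 with an estimated correlation), -0.14 (adjusted p = 0.069) without that array and -0.13 (adjusted p = 0.84) after cyclic loess. Secreted hepatocyte proteins, such as HP and FGA of blood plasma, had a median of -0.49 (adjusted p = 0.01, adjusted p = 0.66 with an estimated correlation), and the direction turned to 0.17 without it, a value that takes in the difference between the replicates, with -0.11 (adjusted p = 0.13) once the replicate number was a block as well. Fibroblast and endothelial markers went the other way, at 0.29 (adjusted p = 0.039, adjusted p = 0.41 with an estimated correlation), 0.20 (adjusted p = 0.10) without that array and 0.07 (adjusted p = 0.77) after cyclic loess.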

Overall, these findings highlight that alterations in miR-122 levels can influence the ribosomal occupancy of numerous transcripts, which have been linked to chronic liver diseases and liver cancer. Consequently, we propose that miR-122 may directly or indirectly contribute to modifying the translational turnover of gene subsets linked to the transcription factors E2F4, NRF1, and YY1, as well as their associated molecular networks.

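Of the transcription factors named, E2F4, a repressor of cell cycle genes, was called between the heavy and the light pool of the mimic, while NRF1, an activator of mitochondrial genes, and YY1, a regulator of many growth genes, were not. E2F4 mRNA had a mean log2 signal of 8.38 (SD 0.77) in P1, 9.84 in P2 and 9.87 in P3 of the mimic, and of 9.27, 9.86 and 9.95 with the antagomiR. Its difference between P1 and P3 was -1.50 with the mimic (standard error 0.32, adjusted p = 0.047 with limma, and -0.95, adjusted p = 0.063, without the mimic P1 array of replicate 2), and -0.68 with the antagomiR (adjusted p = 0.32). In P1, E2F4 differed by -0.89 between the mimic and the antagomiR (adjusted p = 0.25), and by -0.35 without that array. NRF1 differed by -0.11 between P1 and P3 of the mimic (adjusted p = 0.70) and YY1 by 0.51 (adjusted p = 0.25). The 4 factors as a list had a median of -0.02 with the mimic (camera adjusted p = 0.67) and -0.20 with the antagomiR (adjusted p = 0.48). Of these, 1 was lower, E2F4, with the mimic. After cyclic loess, 1 of the 4 was called lower with the mimic and 1 with the antagomiR.

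Cell cycle genes linked to E2F4 by background knowledge had a median of 0.80 between P1 and P3 of the antagomiR (adjusted p = 0.0002, adjusted p = 0.61 with an estimated correlation and 0.067 after the dim filter) and of 0.32 with the mimic (adjusted p = 0.60, and 0.038 with the replicate number as a block). limma called 0 of 36 with the antagomiR, with 3 higher at unadjusted p under 0.05, and the one-way test called none after adjustment. A block for the replicate number gave 14 calls, among them MCM7 (1.29, adjusted p = 0.011) and MCM2 (1.50, adjusted p = 0.0092), subunits of the helicase that opens DNA for replication. Mitochondrial biogenesis genes linked to NRF1 had a median of 0.48 with the antagomiR (adjusted p = 0.0093, adjusted p = 0.40 with an estimated correlation), with 3 of 17 higher (3 over the list alone), NDUFS1 of complex I by 1.39 (adjusted p = 0.019), SDHA of complex II by 1.63 (standard error 0.23, adjusted p = 0.018) and POLRMT, the mitochondrial RNA polymerase, by 1.22 (adjusted p = 0.025). This list did not pass after cyclic loess (0.25, adjusted p = 0.18) or the dim filter (adjusted p = 0.12), and its median was 0.77 in replicate 1 and 0.09 in replicate 2. With the mimic this list had a median of -0.73 (adjusted p = 0.60), 2 higher and 0 lower (3 and 3 over the list alone), and the direction turned to 0.21 without the mimic P1 array of replicate 2. The change of the P1 and P3 difference between the mimic and the antagomiR had a median of -0.59 for E2F4-linked genes (adjusted p = 0.01, adjusted p = 0.66 with an estimated correlation) and of -0.68 for NRF1-linked genes (adjusted p = 0.00045, adjusted p = 0.41 with an estimated correlation). Neither passed after cyclic loess (-0.12, adjusted p = 0.84, and -0.19, adjusted p = 0.62) or the dim filter (adjusted p = 0.83 and 0.10). Without that array and with the replicate number as a block, these medians were -0.33 (adjusted p = 1.5e-06, adjusted p = 0.56 with an estimated correlation) and -0.03 (adjusted p = 0.074), and in replicate 1 alone the P1 and P3 difference of the E2F4-linked genes had a median of 0.36 with the mimic and 0.74 with the antagomiR. The paper proposes that miR-122 may contribute, directly or indirectly, to changes in the translation of sets of genes linked to E2F4, NRF1 and YY1.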

### 2.5. Proteomic Analysis Uncovers Proteins Linked to Liver Diseases and Reveals Potential Role of miR-122 in Regulating Energy Metabolism and EV Secretion

Further investigations were carried out to evaluate the impact of changes in miR-122 expression on protein levels. Huh-7 cells were transfected with either miR-122 mimics (122-MIM) or antagomiRs (122-PM). The proteins extracted from these cells were then analyzed by mass spectrometry (Figure 4). Among the 1940 identified proteins, 504 proteins exhibited significant regulation (*p* ≤ 0.05; Figure 4A,B and Supplementary Table S7). To gain insight into the functional implications of these changes, ShinyGO [24] was used to perform enrichment analysis. The results, shown in Figure 4C, shed some light onto the potential effects of miR-122 alterations on the cellular proteome. Notably, an examination of the GO terms related to “biological processes” suggested that changes in miR-122 expression might affect energy metabolism (Figure 4C, top panel). Additionally, an analysis of the GO terms related to “cellular components” identified a significant reduction in terms associated with “extracellular vesicles”, while a significant enrichment of terms associated with mitochondria and organelle was detected (Figure 4C, lower panel). These findings support existing evidence suggesting the involvement of miR-122 in regulating both mitochondrial [25] and energy metabolism [26].

### 2.6. miR-122 Regulates the Expression of Proteins Potentially Contributing to Liver Cancer Development

To validate the proteomic data, a rigorous selection process was followed. First, a list of proteins that showed significant responsiveness to changes in miR-122 levels was compiled. From this list, we selected 43 proteins that exhibited more than 1.5-fold change and were predicted as potential miR-122 targets by the *miRWalk* target prediction database. To examine the connections between transcriptomic and proteomic data, transcription factor enrichment analysis (TFEA) was performed. For this purpose, ShinyGO was used to cross-reference the list of 43 miR-122-responsive proteins with the ENCODE-motifs database [28]. The TFEA results revealed that approximately 90% (40 out of 43) of the genes contained binding motifs for E2F4, and around 86% (37 out of 43) contained binding motifs for NRF1 (Supplementary Table S8). Next, a literature search was conducted to focus on proteins specifically associated with liver disease in general, which selected 20 proteins (Supplementary Table S9 and Supplementary Data S2A), seven of which (i.e., CEP55, CLIC1, EPS15L1, G6PD, KIF11, SLC1A5, and TK1) were found to be specifically associated with hepatocellular carcinoma. This conclusion was supported not only by literature mining but also through the analysis of publicly available databases, including GEO (i.e., accession numbers GSE62232 and GSE6764, Supplementary Figure S8) and TCGA (Supplementary Figure S9). To this end, detailed analysis of the sequencing data from TCGA LIHC cohort showed that CEP55, CLIC1, EPS15L1, G6PD, KIF11, SLC1A5, and TK1 were significantly upregulated in the livers of HCC patients. Notably, the Kaplan–Meier curve indicated that patients with lower expression of these genes had a significantly higher probability of survival. Next, the regulatory effect of miR-122 on the mRNAs encoding these proteins was evaluated. Here, we show that a significant decrease in the mRNA levels of these genes was measured in 122-MIM-transfected cells (Figure 4D), supporting the conclusion that miR-122 affects the stability of these transcripts, either directly or indirectly.

### 2.7. CEP55, CLIC1, G6PD, KIF11, SLC1A5, and TK1 but not EPS15L1 are Direct Targets of miR-122

To investigate the influence of miR-122 on the stability of specific transcripts, the full-length 3′UTRs of CEP55, CLIC1, EPS15L1, G6PD, KIF11, SLC1A5, and TK1 were cloned in the pMIR(+) and pMIR(−) Luciferase reporter vectors, and co-transfected with miR-122 mimics into HEK293 cells (Figure 5). Here, we show that, in cells transfected with miR-122 mimics, the Luciferase activity of the pMIR(+) vectors (i.e., carrying the 3′UTRs in their native orientation) was significantly reduced. This effect was observed for all 3′UTRs, except for EPS15L1. Conversely, miR-122 overexpression had no impact on the Luciferase activity of the pMIR(−) control vectors, which contained the 3′UTRs cloned in the reverse complement orientation. Consequently, it can be inferred that miR-122 directly regulates the expression of CEP55, CLIC1, G6PD, KIF11, SLC1A5, and TK1. However, in the case of EPS15L1, the regulation by miR-122 is likely indirect, as demonstrated by a noticeable decrease in EPS15L1 protein levels observed in Western blot analysis (Figure 5B) upon miR-122 upregulation.

### 2.8. The Expression of G6PD and miR-122 is Inversely Correlated in the Liver of HBV Patients with HCC

Our data indicate that miR-122 directly controls the translation of genes that may contribute to HCC development in human (Figure 5A). In order to delve deeper into these findings and establish a connection to human hepatocarcinogenesis, the focus was placed on G6PD. Consistent with previous research [29], our study confirms that miR-122 interacts with G6PD 3′UTR to regulates its expression both at the mRNA (Figure 4D) and at the protein level (Figure 5C). 

Furthermore, G6PD protein levels were measured by Western blot in the liver tissue of HCC patients and found to be significantly upregulated (Figure 6, patient description can be found in the Supplementary Data S2B). Notably, this data is in agreement with the analysis of G6PD expression in the TCGA cohorts of LIHC, which indicates that G6PD might serve as a prognostic marker for HCC, with higher expression associated with a worse prognosis (Figure 7A). Remarkably, analysis of miR-122 expression in TCGA LIHC cohorts indicated the inverse correlation between G6PD and miR-122 in liver cancer patients (Supplementary Figures S9 and S10). Multiple studies have reported an elevation in G6PD levels in various types of human cancer, including HCC [30,31,32].

In order to further investigate the link between miR-122, G6PD in liver cancer development, we specifically focused on HCC patients with or without hepatitis B virus (HBV) infection. Independent studies have shown that, while HBV infection enhances G6PD expression through hepatitis B viral protein X (HBx)-mediated Nrf2 activation [33], miR-122 was downregulated in the livers of HBV-infected patients [34]. To assess the relationship between miR-122 and G6PD in the livers of HBV-infected patients, RNA samples were extracted from FFPE tissue slices of patients with HCC with HBV (*n* = 7) or without HBV infection (*n* = 21; patient description can be found in Supplementary Data S2B) and analyzed by qPCR. Although no differences were observed in the overall expression of miR-122 between the two groups (Figure 7B), a trend toward increased G6PD expression (*p* = 0.0724) was observed in the tumor tissue of HBV-infected patients. Importantly, when linear regression analysis was applied to the datasets, an inverse correlation between miR-122 and G6PD was observed in the HBV-infected HCC group (R^2^ = 0.6095, *p* = 0.0383; Figure 7C), but not in the non-viral HCC group. On the basis of these findings, we propose that the HBV-mediated suppression of miR-122 may directly contribute to the upregulation of G6PD observed in the livers of patients with chronic HBV infection.

## 3. Discussion

The dysregulation of miR-122 has been implicated in the development and progression of liver diseases, although the exact link between aberrant miR-122 expression and liver disease pathogenesis remains unclear [35,36]. In our study, we aimed to investigate the functional role of miR-122 by examining changes in polyribosome-associated mRNA upon miR-122 overexpression and inhibition. Our results revealed that changes in miR-122 expression significantly affected the occupancy of multiple transcripts on polyribosomes, confirming the broad regulatory influence of miR-122. Interestingly, bioinformatics analysis identified the potential interplay between E2F4, NRF1, YY1, and FOXP3 transcription factors and a large number of miR-122-responsive genes. Notably, previous studies have linked NRF1 inactivation to the development of nonalcoholic steatohepatitis [33], while YY1 upregulation has been associated with fatty liver diseases [17], whereas E2F4 was found to promote HCC proliferation [37,38]. Furthermore, the interplay between NRF1 and E2F4 transcription factors was previously shown to contribute to cancer development and progression [39]. On the basis of these findings, we propose that miR-122 may “function” to “counteract” or “fine-tune” the activity of E2F4, NRF1, and YY1, thus contributing to the maintenance of liver homeostasis as proposed in Figure 8A. Conversely, the downregulation of miR-122 observed in patients with liver diseases, along with the consequent dysregulation of these transcription factors and their associate networks, may contribute to the “chronicization” process associated with liver diseases in these patients, as proposed in Figure 8B. Furthermore, in a recent publication, our research unveiled a significant connection among the bone morphogenetic protein 6 (BMP6), transforming growth factor beta (TGFβ), and regulation of miR-122 transcription [40], shedding light on a potential link between reduced miR-122 levels and hepatic inflammation. This pivotal finding, combined with the insights described in this manuscript, strengthens the hypothesis that the reduction in miR-122 expression is a physiological response triggered (also) by inflammation, leading to the fine-tuning of the signaling cascades downstream of E2F4, YY1, and NRF1.

Interestingly, although FOXP3 was not detectable in Huh-7 cells, our data suggest that a subset of FOXP3-associated genes is expressed in these cells and responds to miR-122. FOXP3 is primarily expressed in Treg cells [18], where it plays a crucial role in immune tolerance by limiting immune activation of the microenvironment. Analysis of TCGA data further supports the prognostic value of FOXP3 in liver hepatocellular carcinoma (LIHC), with lower expression being unfavorable (Supplementary Figure S5). We propose that the increased secretion of miR-122 observed in patients with liver diseases [44] may lead to the downregulation of FOXP3-associated targets in Treg, ths contributing to the establishment of a pro-inflammatory milieu in the liver, as reported for miR-122 KO mice [4] and human liver organoids [7]. It is noteworthy that, although there are a growing number of studies describing the role played by circulating miR-122 in the progression of human diseases, including cancer [45,46], to the best of our knowledge, our work is the first to suggest that cellular miR-122 may itself have a significant impact on the cellular secretome (see Figure 4). Altogether, the proposed activities of miR-122 on cellular secretome and on FOXP3 will be evaluated in planned follow-up studies.

Although transcriptomic data provide valuable information about the cellular state, it is crucial to acknowledge that proteins are the primary agents responsible for cellular functions. Currently, the correlation between transcriptomic and proteomic data is limited [47,48,49]. The fact that changes in gene expression do not always lead to a parallel change in protein levels can be attributed both to technical constraints related to mass spectrometry, such as the inability to detect less abundant proteins [50], and to the effect of the post-transcriptional machinery on mRNA translation and protein synthesis. Therefore, transcriptomic data were combined with mass spectrometry analysis, confirming that a number of miR-122 responsive genes enriched on polyribosomes were also influenced at the protein level by changes in miR-122. Literature mining in combination with GEO/TCGA database analysis showed that a subset of miR-122-responsive proteins, including G6PD, CEP55, KIF11, SLC1A5, EPS15L1, TK1, and CLIC1, were upregulated in liver tumor tissues of HCC patients (Supplementary Figure S8), with their increased expression being unfavorable in liver cancer (Supplementary Figure S9). Overall, we strongly believe that assessing the impact of these genes on liver cancer’s development and progression is a crucial next step, making further studies warranted.

Given the global distribution of hepatitis B, its association with poor treatment response, and the increased risk of HCC development, we specifically investigated the functional role of miR-122 in regulating G6PD in chronic hepatitis B (CHB) patients. Enhanced G6PD activity has been linked to the upregulation of anti-apoptotic factors such as Bcl-2 and Bcl-xL [33], which contribute to promoting cell growth and tumor development [42]. Additionally, increased G6PD activity may contribute to the accelerated turnover of the pentose phosphate pathway [51]. This pathway is crucial for cancer cell growth as it provides nucleic acids and NADPH for biosynthesis, as well as glutathione for combating oxidative stress. G6PD has been suggested as a potential therapeutic target in HCC, as inhibiting its activity could help prevent tumor progression [31]. In our study, we confirmed that G6PD was a direct target of miR-122, results that are consistent with published research [29]. These findings support the hypothesis that HBV suppression of miR-122 may contribute directly to increased G6PD levels in the livers CHB patients. We propose that this may be an additional “risk factor” contributing to the increased risk of developing hepatocellular carcinoma in individuals with CHB (Figure 8B).

Notably, miR-122 achieved a significant milestone as the first miRNA to have a targeted drug, namely, miravirsen [52]. This pioneering achievement proved highly effective in suppressing viral replication in individuals suffering from chronic hepatitis C virus (HCV) infections [53]. Nevertheless, the introduction of innovative and potent pharmaceutical agents for hepatitis C treatment [54] has considerably diminished the emphasis on therapeutic strategies involving miR-122 inhibition. The findings presented within this study, coupled with our recently published research [40], propose an intriguing potential physiological role for the reduction in miR-122 in response to inflammation. These insights hold the potential to stimulate a fresh evaluation of therapeutic opportunities associated with targeting miR-122 in CLDs, as inhibiting miR-122 could potentially emerge as a valuable approach for modulating inflammatory responses within the liver, warranting further consideration and exploration.

Overall, our research confirmed the central role of miR-122 in the regulation and fine-tuning of hepatic homeostasis. In this study, we discovered a new, hitherto uncharacterized molecular network downstream of miR-122, highlighting the possible interaction between miR-122 and the transcription factors NRF1, E2F4, and YY1. We propose that a combination of physiological and pathological signals, yet to be established, drives the downregulation of miR-122 in parenchymal cells and, possibly, its upregulation in Treg cells, thus contributing to the establishment of a pro-inflammatory and pro-tumorigenic environment in the liver.

## 4. Materials and Methods

### 4.1. Isolation and Fractionation of Polyribosomes

Polyribosomes were isolated from Huh-7 cells transfected with miR-122 mimic or miR-122 inhibitor for 48 h. Cells were treated with 200 µg/mL cycloheximide (Sigma-Aldrich, Taufkirchen, Germany, C4859-1ML) for 10 min, washed with PBS/100 µg/mL cycloheximide, and centrifuged (1000 rpm/4 °C/5 min). The pelleted cells were lysed in 750 µL of lysis buffer (5 mM Tris HCl pH 7.5, 1.5 mM KCl, 2.5 mM MgCl_2_, 0.2 mM cycloheximide) supplemented with 120 U/mL RNase Inhibitor (RiboLock, Thermo Fisher Scientific, Meerbusch, Germany, EO0381), 120 U/µL DNase I (New England BioLabs, Frankfurt a.M., Germany, M0303S), 0.5% sodium deoxycholate (Sigma-Aldrich, Taufkirchen, Germany, 30970-25G), and 0.5% Triton X-100. Cell nuclei were removed by centrifugation; then, the supernatant was layered on top of a linear sucrose gradient (10–50% sucrose) loaded in a SW40 Ti swinging-bucket rotor (Beckman Coulter, Krefeld, Germany) and centrifuged (33.500 rpm/4 °C/3 h, brake off) in an Optima XPN-80 ultracentrifuge (Beckman Coulter, Krefeld, Germany). Sucrose gradients were eluted into a BR-188 density gradient fractionation system (Brandel Inc, Gaithersburg, MD, USA), and nucleic acids passing through a UV recorder were detected at a wavelength of λ = 254 nm. Fractions of approximately 800 µL were collected, and RNAs were recovered from each fraction using phenol–chloroform–isoamyl alcohol (25:24:1, (*v*/*v*/*v*); Sigma-Aldrich, Taufkirchen, Germany, P2609), followed by ethanol precipitation.

### 4.2. miR-122 Overexpression and Inhibition in Huh-7 Cells

Huh-7 cells were transiently transfected with Lipofectamine RNAiMAX (Thermo Fisher Scientific, Meerbusch, Germany, 13778030) according to the manufacturer’s instructions with either 10 µM pre-miR-122 miRNA Precursor (mirVana miRNA mimic, Thermo Fisher Scientific, Meerbusch, Germany, 4464066), or 20 µM miR-122 antagomiR (Miravirsen, SPC-3649, Roche, Mannheim, Germany, formely Santaris Pharma) or scrambled oligo control (SPC-3744, Roche, Mannheim, Germany, formely Santaris Pharma). The sequence and efficacy of antagomiR (122-PM/SPC-3649) and scrambled oligo (SCR/ SPC-3744) were published by the authors in a previous study [3].

### 4.3. RNA Isolation, QC and qPCR Analysis

RNA isolation for qPCR analysis was performed with QIAzol Lysis Reagent (Qiagen, Hilden, Germany, 79306), followed by purification with miRNeasy Mini Kit (Qiagen, Hilden, Germany, 217004) according to the manufacturer’s instructions. RNA was quantified using a Qubit Fluorometer 2.0 (Thermo Fisher Scientific, Meerbusch, Germany). RNA isolation of PFA liver sections was performed as described in the Supplementary Data S1. cDNA synthesis for mRNA quantification was carried out as described in [3]. cDNA synthesis for miRNAs detection by qPCR was performed using the miQPCR method [23]. Notably, this method enables the universal reverse transcription of all the miRNAs contained in the reverse-transcribed RNAs. qPCR reactions were carried out on a StepOne Plus cycler (Thermo Fisher Scientific, Meerbusch, Germany), and amplicons were detected using SYBR Green I (GO-Taq PCR Master mix, Promega, Walldorf, Germany; A6002). Suitable reference genes were identified by using geNorm [55], and relative quantities were calculated using the ΔΔCt method [56]. qPCR data were analyzed by qBase v.1.3.5 [57]. Primers used for miRNA and mRNA quantification are listed in Supplementary Data S2.

### 4.4. Cloning and Target Validation by Dual-Luciferase Reporter Assay

*RNA22* [58] was used to predict potential miR-122-binding sites in the 3′UTRs of CEP55, CLIC1, EPS15L1, G6PD, KIF11, SLC1A5, and TK1 (Supplementary Figure S11). Full-length 3′UTRs of human CEP55, CLIC1, G6PD, EPS15L1, KIF11, SLC1A5, and TK1 were amplified using an Expand High Fidelity PCR System (Roche, Mannheim, Germany, 11732641001) as indicated by the vendor. Primers used for 3′UTR amplification are listed in Supplementary Data S2. The resulting 3′UTRs were cloned into pMIR(+) and pMIR(−) reporter vectors as previously described [3]. Constructs carrying the 3′UTRs were transiently co-transfected with vectors carrying Renilla luciferase and either miR-122 mimic (122-MIM) or scramble oligos (SCR) into HEK293 cells with Lipofectamine RNAiMAX (Thermo Fisher Scientific, Meerbusch, Germany, 13778030) according to the manufacturer’s instructions. A dual-luciferase reporter assay (Promega, Walldorf, Germany, E1910) was conducted in accordance with the manufacturer’s instructions. The chemiluminescence assay was performed in white opaque 96-well plates with 50 µL of cell lysate and 50 µL of both LARII reagent (Firefly luciferase substrate) and Stop and Glo reagent (Renilla luciferase substrate), in a GloMax Multi Plus Multiplate Reader (Promega, Walldorf, Germany) according to the preset protocol with an integrity time of 10 s for each read. Data were normalized by calculating ratios of firefly/Renilla activities to correct for possible variations in transfection efficiencies.

### 4.5. Affymetrix Microarray and Gene Ontology Analyses

RNA was isolated from polyribosomal fractions as described above. In order to assess RNA integrity, 1 µL of individual polyribosomal RNAs were loaded on a PicoChip and run on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), according to the supplied protocol. Following QC and pooling, pooled RNAs were hybridized to Affymetrix Gene Chip Human Gene 1.0 ST arrays (Thermo Fisher Scientific, Meerbusch, Germany, 901086). cDNA syntheses, labeling, and hybridizations were performed by the genomics core facility of the European Molecular Biology Laboratory (EMBL, Heidelberg, Germany). Normalization and data analysis was carried out with AltAnalyze [15]. Microarray data are available via the Gene Expression Omnibus (GEO [59]) repository (accession number GSE234690). Gene ontology (GO) enrichment analysis was performed using ShinyGo [24] and GOrilla [27].

### 4.6. Protein Isolation, Western Blot Analysis, and Antibodies

Proteins were isolated using RIPA buffer with protease inhibitor cocktail (cOmplete Protease Inhibitor Cocktail, Roche, Mannheim, Germany, 04693116001), and concentrations were measured using the Qubit Protein Assay Kit (Thermo Fisher Scientific, Meerbusch, Germany, Q33211) according to the manufacturer’s instructions. Western blot analyses were carried out using 20 µg of total proteins. Protein lysates were loaded together with 10 µL of Protein Ladder (BioRad, Dusseldorf, Germany, 161-0373) on 10% or 12% SDS polyacrylamide gels and transferred to nitrocellulose membranes using semidry blotting systems according to standard protocols. Membranes were blocked with 5% milk powder (Carl Roth, Karlsruhe, Germany, T145.3) in Tris-buffered saline with Tween-20 (TBST) and incubated with incubation primary antibody for 1 h at RT or overnight at 4 °C. Subsequently, the appropriate horseradish peroxidase (HRP)-coupled secondary antibody was incubated for 2 h at room temperature. Chemiluminescence was detected with ECL Western blotting Substrate (Promega, Walldorf, Germany, W1001) using the ChemiDoc MP Imaging System (BioRad, Dusseldorf, Germany). Signal intensities of Western blot protein bands were analyzed using ImageLab (BioRad, Dusseldorf, Germany, version 6.0.1). Antibodies used in protein analysis by Western blot: anti-EPS15L1 antibody (Abcam, Cambridge, UK, ab53006), anti-G6PD antibody (Sigma-Aldrich Chemie GmbH, Taufkirchen, Germany, HPA000834), anti-β-actin antibody (Abcam, Cambridge, UK, ab8226), and anti-GAPDH antibody (AbD Serotec, Puchheim, Germany, MCA4739).

### 4.7. Sample Preparation and Proteome Analysis by Liquid Chromatography/Tandem Mass Spectrometry (LC–MS/MS)

Proteins were isolated from transfected cells or liver tissue as described above. For proteomics, LC–MS/MS was performed essentially as described by Schira et al. [60,61]. Detailed procedures and technical information are given in Supplementary Data S1.

### 4.8. Statistical Analysis and Imaging Software

Statistical analyses were carried out using GraphPad Prism (version 9.4.1). Data were expressed as the mean ± SD. Results compared between groups were analyzed using a two-tailed Student’s *t*-test when two samples were considered or using 1-way ANOVA for three or more samples. When groups were compared using 1-way ANOVA, we assumed that data were normally distributed. The data were considered significant at a *p*-value ≤ 0.05. Images were prepared using Affinity Designer (version 1.10.4.1198).

### 4.9. Data Mining from the Gene Expression Omnibus (GEO) Repository, and Data Analysis

The miRNA and mRNA profiling data from animal models and liver cancer patients were retrieved from the GEO repository [59]. Enrichment analysis was performed with ShinyGO [24] by uploading a list of significantly upregulated genes that were predicted to be miR-122 targets by *miRWalk* [22] target prediction database.

### 4.10. The Cancer Genome Atlas (TCGA) data and Kaplan–Meier Survival Curves

This study included data from TCGA Research Network (https://www.cancer.gov/tcga, accessed on the 2 February 2023), and used the KM Plotter [62] to generate Kaplan–Meier survival curves for hepatocellular carcinoma patients.

## 5. Conclusions 

In conclusion, our investigation of the role of miR-122 in liver function has revealed intriguing insights into its complex regulatory mechanisms. While the influence of miR-122 on liver processes has been widely recognized, its global impact on underlying gene networks and pathological pathways has remained elusive. Using novel approaches, we elucidated the potential of miR-122 in modulating key transcription factors such as NRF1 and E2F4, which are intrinsically linked to liver disease. Furthermore, our proteome analysis shed light on the involvement of miR-122 in promoting malignancy-associated protein changes. Specifically, this study establishes a connection between miR-122 and G6PD levels in hepatitis B virus-associated hepatocellular carcinoma, suggesting its clinical relevance. Taken together, these findings underscore the central role of miR-122 in maintaining hepatic balance and introduce a hitherto unexplored molecular network involving NRF1, E2F4 and YY1. We hypothesize that an interplay of signals orchestrates miR-122 dysregulation, potentially underlying inflammatory and cancerous conditions in the liver. In essence, our research brings a valuable piece to the intricate puzzle of liver homeostasis and disease progression, opening avenues for further exploration and therapeutic intervention.

## Figures and Tables

**Figure 1:**
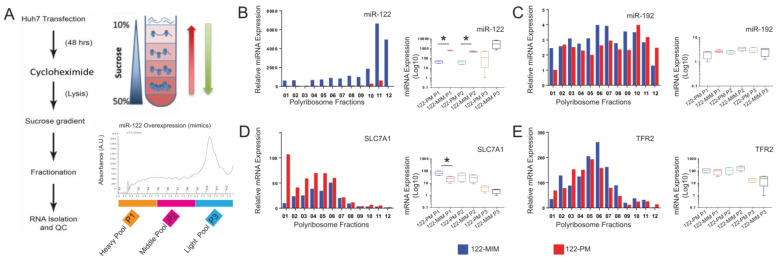
Direct identification of miR-122 targets by polyribosomal profiling on sucrose gradient. (**A**) Huh-7 cells were transfected with either miR-122 mimic (122-MIM) or miR-122 inhibitor (122-PM) and lysed 48 h after transfection. The cytosolic extracts were sedimented by ultracentrifugation on a 10–50% sucrose gradient. Upon fractionation, RNA isolation, quantification, and quality control (QC) were performed for the corresponding polyribosomal fractions. The UV absorbance profile of the nucleic acids associated with polyribosomes was measured at 254 nm from miR-122-overexpressing and miR-122-depleted cells. The collected fractions are depicted as (A1–A12). Analysis of miRNA and mRNA distribution in isolated polyribosomes of cells transfected with miR-122 mimics (blue) or cells treated with miR-122-antagomiR (red) by qPCR. (**B**) The analysis showed an increased level of miR-122 associated to polyribosomes in cells treated with miR-122 mimics (**C**), while the distribution of unrelated miRNAs as shown for miR-194 was unaffected by the transfection. (**D**) In polyribosomes isolated from antagomiRs treated cells, a significant enrichment toward the heavy transcribed fraction in the distribution of SLC7A1 mRNA, the best characterized target for miR-122, was observed. (**E**) In contrast, the transferrin receptor 2 (TFR2) mRNA, which is not an miR-122 target, did not show any significant changes in its polyribosomal distribution. qPCR data were median-normalized as described in [14]. Data are shown either as miRNA/mRNA expressions in individual fractions or as box plot using the mean ± SD for the pooled fractions (*n* = 4). Statistical analysis was performed with a two-tailed *t*-test; *p* ≤ 0.05 was considered significant. * *p* ≤ 0.05.

**Figure 2:**
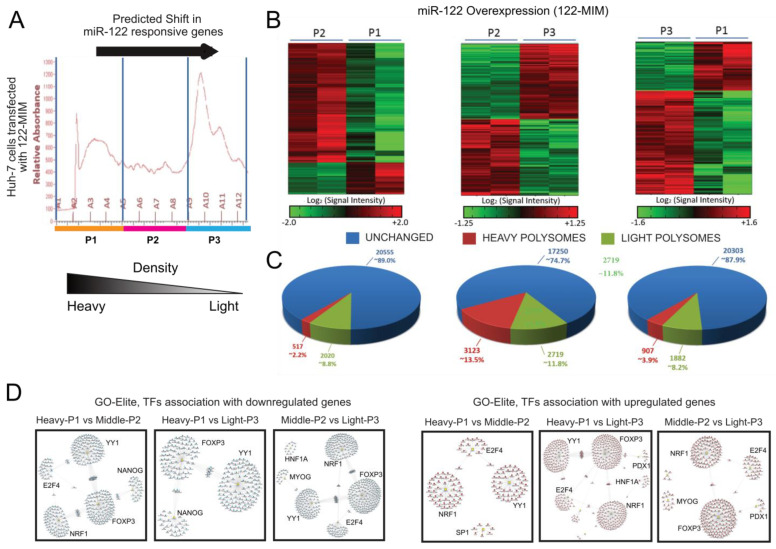
Changes in mRNA distribution on polyribosomes in response to miR-122 overexpression (122-MIM). Huh-7 cells were treated with miR-122 mimic and lysed 48 h later. Following sedimentation on 10–50% sucrose gradient, lysates were fractionated, and fractions were pooled as indicated (**A**) to create a heavy pool (P1), a middle pool (P2), and a light pool (P3). RNA isolated from each individual pool were hybridized to Affymetrix arrays, and data were analyzed by AltAnalyze [15] using a cutoff of 1.5 fold changes (significance level *p* ≤ 0.05, one-way ANOVA) The arrow indicates the expected target gene shift across polyribosomes in response to miR-122 overexpression. Microarray data are available via the GEO repository under the accession number GSE234690. (**B**) Hierarchical clustering representing the differential distribution of mRNAs associated with the polyribosomal pools (P2 vs. P1, P2 vs. P3, and P3 vs. P1). Cosine matrix was applied to generate a hierarchical tree of gene clusters (*n* = 2). (**C**) Cake chart illustrating the number of regulated transcripts between the different pools P2 vs. P1 (left), P2 vs. P3 (middle), and P3 vs. P1 (right). (**D**) Evaluation of microarray data by GO-Elite algorithm identified a link between miR-122-responsive genes and the nuclear respiratory factor 1 (NRF1), E2F transcription factor 4 (E2F4), transcription Forkhead box protein P3 (FOXP3), and Yin Yang 1 (YY1).

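Among the transcripts counted for the mimic at the thresholds of the study were LAMC1, RPS3A and WSB2. LAMC1, a laminin chain of the basement membrane, was higher in P1 than in P3 by 2.09 (standard error 0.30, adjusted p = 0.014), while RPS3A of the small ribosomal subunit was lower at -1.37 (adjusted p = 0.019). WSB2, a substrate receptor of a ubiquitin ligase, was lower in P1 at -3.32 (standard error 0.57, adjusted p = 0.025), and at -2.23 without the mimic P1 array of replicate 2. Between P1 and P3, 1334 transcripts were higher and 2239 lower in P1 at these thresholds, and 1914 were higher and 1393 lower without that array. Between P1 and P2, 2217 were higher and 3524 lower in P1, with 806 higher and 1642 lower without the same array and 9717 in all without that of replicate 1. P2 against P3 gave 1161 higher and 892 lower in P2, and 2994 in all without a P1 array. Between P1 and P3 the sum was 7041 without the P1 array of replicate 1.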

**Figure 3:**
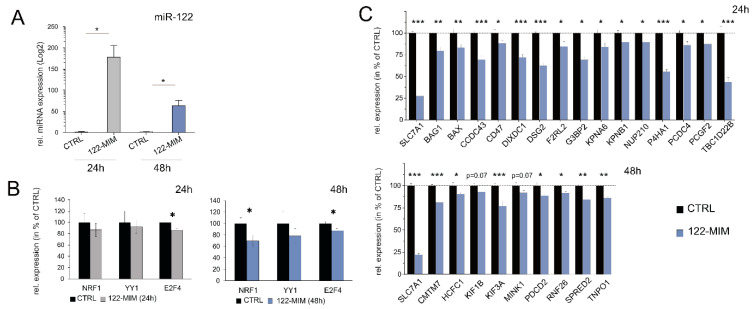
qPCR validation of potential miR-122 target genes in miR-122-overexpressing Huh-7 cells. (**A**) Human hepatoma cells Huh-7 were transfected with miR-122 mimic and RNA isolated 24 h and 48 h after transfection. The overexpression of cellular miR-122 was measured 24 h and 48 h after transfection by miQPCR [23], while miRNA expressions were normalized to miR-192. (**B**) Relative expression changes in the mRNA levels of NRF1, YY1, and E2F4 are depicted at 24 h and 48 h after miR-122 overexpression. (**C**) Relative expression changes for selected candidates are depicted at 24 h and 48 h post transfection. Death effector domain-containing protein (DEDD) mRNA was identified as the most stable transcript in the dataset using *GeNorm* algorithm for reference gene quality. The validated miR-122 target SLC7A1 mRNA served as a positive control. The values of control cells were set to 100%. Data are shown as the mean ± SD (*n* = 5). Statistical analyses were performed with a two-tailed *t*-test; *p* ≤ 0.05 was considered significant. ns = not significant; * *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.001. Full gene names are listed in Supplementary Data S2.

**Figure 4:**
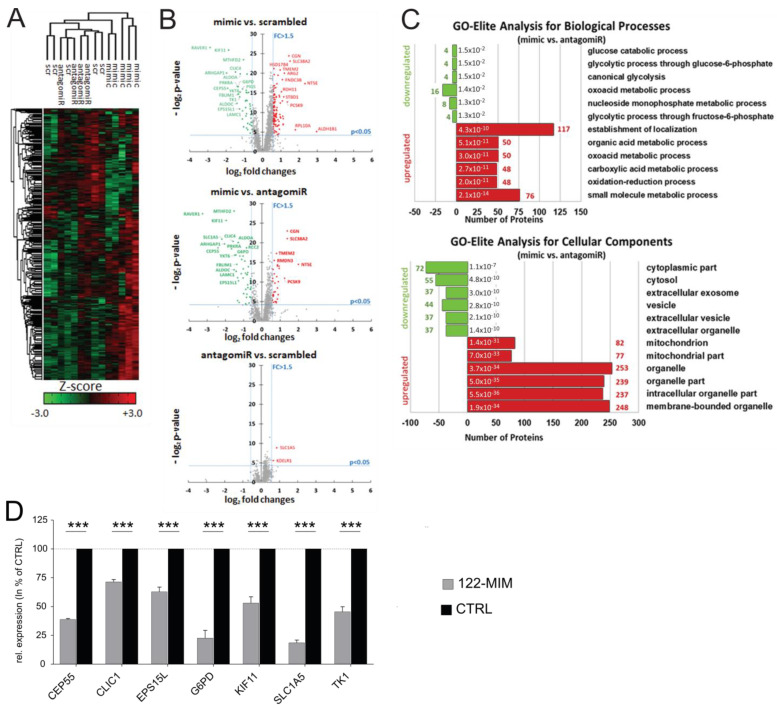
Proteome analysis of miR-122-enriched and -depleted Huh-7 cells. (**A**) Quantitative proteome analysis of Huh-7 cell lines transfected with miR-122 mimics, antagomiRs, or scrambled oligo control (scr). Unsupervised hierarchical clustering illustrating the relative abundance (Z-score) of all quantified proteins in Huh-7 upon modulation of cellular miR-122 levels (*n* = 5). (**B**) Volcano plot illustrating the pairwise differences in protein abundances in Huh-7 treated with miR-122 mimic-, antagomiR-, and scrambled oligo-transfected cells. Expression changes between groups are plotted in log_2_ scale on the abscissa (x-axis), while *p*-values measured by one-way ANOVA are plotted in log_2_ scale on the ordinate (y-axis). Thresholds for fold changes (FC ≥ 1.5 or FC ≤ −1.5) are shown as perpendicular dashed lines, while the threshold for statistical relevance (*p* ≤ 0.05) is shown as a horizontal dashed line. Proteins highlighted in green were found in significant lower abundance, while significantly more abundant proteins are highlighted in red. (**C**) Functional analysis of regulated proteins was conducted using Gene Ontology enrichment tool GOrilla [27]. The schematic representation illustrates the number of proteins associated with the six most significantly (i.e., with lowest *p*-value) depleted (green) and enriched (red) GO terms regarding biological process (upper) and cellular components (lower). The number of proteins related to the GO terms is given in red (enriched) or green (depleted) next to the bars, while the *p*-value for each GO term is written next to the y-axis. (**D**) Relative expression changes for selected target proteins at mRNA levels in response to miR-122 overexpression (122-MIM). Expressions were normalized to hypoxanthine phosphoribosyltransferase 1 (HPRT1). The values of scrambled control (CTRL) transfected cells were set to 100%. Data are shown as mean ± SD (*n* = 5). Statistical analyses were performed with a two-tailed *t*-test; *p* ≤ 0.05 was considered significant. *** *p* ≤ 0.001.

**Figure 5:**
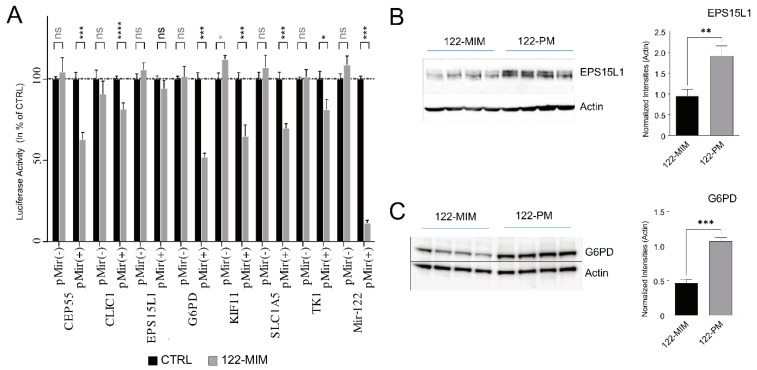
Correlation between miR-122 and G6PD expression in tumor tissue of HCC patients with or without HBV infection. (**A**) The full-length 3′UTRs for the seven GOIS were cloned into the luciferase promoter vector in the sense orientation [pMir(+)] or in the antisense orientation [pMir(−)] as a negative control. The plasmids pMir(+)_122 containing the perfect miR-122 binding site in sense orientation, and pMir(−)_122 (miR-122 binding site in the antisense orientation) served as the positive and negative controls, respectively. Plasmids were transfected in the presence (gray) or absence (black) of miR-122 mimic into HEK293 cells, and luciferase activity was measured 24 h post transfection. Relative luciferase activities are shown as a percentage of plasmid transfection control (*n* = 4). Western blot analysis demonstrated differential (**B**) EPS15L1 and (**C**) G6PD expression in Huh-7 treated with miR-122 mimic (122-MIM) or miR-122 inhibitor (122-PM) for 48 h (*n* = 4). Quantification of protein expression was normalized to actin. Statistical analyses were performed with a two-tailed *t*-test; *p* ≤ 0.05 was considered significant. ns = not significant; * *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.001; **** *p* < 0.0001. The uncropped bolts are available in the Supplementary Data.

**Figure 6:**
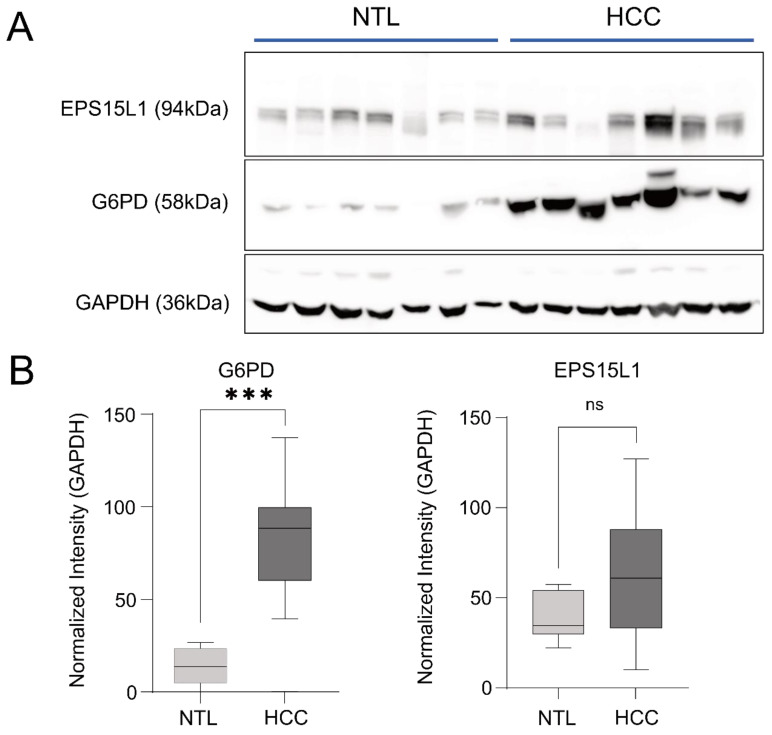
G6PD protein levels are significantly increased in the tumor tissue isolated from the livers of HCC patients. (**A**) Total proteins were isolated from the livers tissue of HCC patients, and the Western blot analysis for EPSL15L1 and G6PD was carried out in the tumor (HCC, *n* = 7) and in the non-tumor (NTL, *n* = 7) cells. (**B**) Quantification of protein expression was normalized to GAPDH. Statistical analyses were performed with s two-tailed *t*-test, *p* ≤ 0.05 was considered significant. ns = not significant; *** *p* ≤ 0.001. The uncropped bolts are available in Supplementary Data.

**Figure 7:**
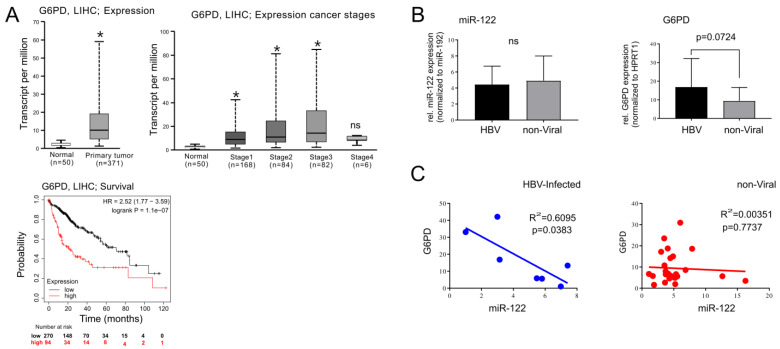
Correlation between miR-122 and G6PD expression in tumor tissue of HCC patients with or without HBV infection. (**A**) Analysis of LIHC cohorts from TCGA. Expression of G6PD was significantly increased in normal vs. primary tumor tissue (**Left panel**), as well as in the livers of patients with cancer stages 1 to 3 (**Right panel**). (**B**) Total RNAs were isolated from the FFPE liver tissue of HCC patients with (HBV-infected; *n* = 7) or without (non-viral: *n* = 26) HBV infection. Expression profiling of miR-122 (**Left panel**, normalized to miR-192) and G6PD (Right panel, normalized to HPRT1) were measured by using qPCR. (**C**) Linear regression analysis showed a significant (*p* = 0.0383) inverse correlation between miR-122 and G6PD in the livers of HBV-associated HCC (HBV-HCC) patients, whereas no correlation was found in non-viral HCC patients. A two-tailed *t*-test was used to compare two groups, One-way ANOVA was used to compare three or more groups, whereas linear regression (R^2^) was used to assess correlation between samples; *p* ≤ 0.05 was considered significant. ns = not significant; * *p* ≤ 0.05.

**Figure 8:**
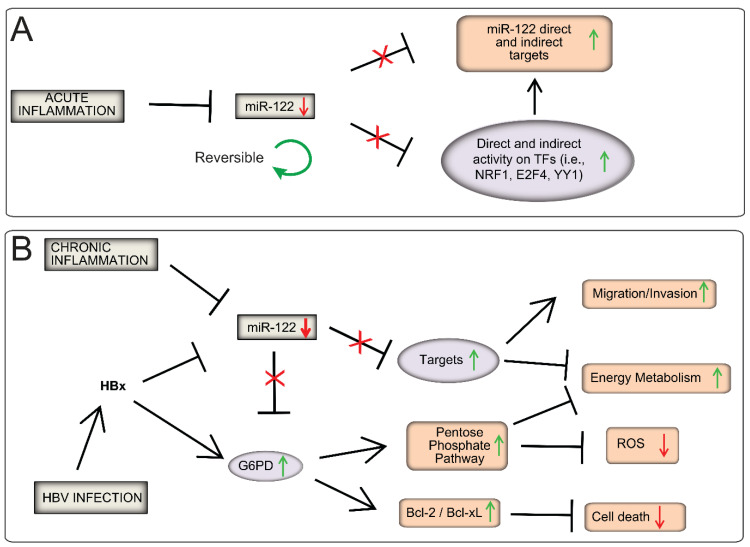
Proposed model for miR-122 in health and HBV-associated HCC. (**A**) Physiological regulation of miR-122: Physiological regulation of miR-122: miR-122 is transiently downregulated in response to (yet) unknown factors during inflammation, leading to upregulation of its targets and fine-tuning of gene expression downstream of NRF1, E2F4, and YY1 TFs. This model suggests that the transient downregulation of miR-122 leads to the fine-tuning of immune response and regeneration-associated networks. (**B**) Contribution of miR-122 in HBV-associated HCC: We propose that the dysregulation of miR-122 expression is a central factor in HCC development among HBV-infected patients. We propose that miR-122 transcription is inhibited by inflammation (**model A**). In addition, in HBV-infected patients, the viral-synthesized HBx has a dual role: (i) inhibiting miR-122 [41], and (ii) activating G6PD expression [33]. The combined downregulation of miR-122 and the activation of HBx leads to a “super activation” of G6PD, promoting cell survival (i.e., Bcl2/Bcl-xL activation [42]), energy metabolism [33], and ROS detoxification [43]. We propose that these changes might promote the transformation of hepatocytes to a malignant phenotype in HBV-infected patients.

## Data Availability

All study data are provided in the manuscript.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15164129/s1. Supplementary Data S1: Uncovering novel roles of miR-122 in the pathophysiology of the liver: Potential interaction with NRF1 and E2F4 signaling. Supplementary Data S2: Uncovering novel roles of miR-122 in the pathophysiology of the liver: Potential interaction with NRF1 and E2F4 signaling; Figure S1 Distribution of non-responsive and miR-122 responsive gene on polyribosomes. Figure S2: Identification of genes responsive to miR-122 inhibition. Figure S3: Identification of genes responsive to miR-122 inhibition and overexpression. Figure S4: Kaplan-Meier survival curve for YY1, E2F4 and NRF1. Figure S5: Higher FOXP3 expression is associated with better survival. Figure S6: Analysis of YY1, E2F4 and NRF1 expression in independent cohorts of HCC patients. Figure S7: (A) Significantly, the application of GO-Elite to the analysis of cohorts patients with grade III HCC (GEO accession number GSE45050) identified a significant enrichment for genes associated to YY1, NRF1 and FOXP3 transcription factors. (B) p values and number of genes found to be significantly enriched for YY1, NRF1 and FOXP3 (GSE45050) and (C) p values and genes significantly enriched for YY1, NRF1, E2F4 and FOXP3 in the liver of two months old miR-122 Ko mice (GSE27713) and in the livers of mouse model of liver cancer (GSE31453). Figure S8: The GEO database was queried and two different cohorts (GSE62232 and GSE6764) were selected for further analysis. Figure S9 Kaplan-Meier survival curve for miR-122 responsive proteins. Figure S10: miR-122 is downregulated in liver tumor and it is associated with worst prognosis. Figure S11: RNA22 predicted miR-122 binding site in the 3’UTR of the GOIs. Table S1: GO-Elite identified a significant enrichment for genes associated to the transcription factors (TFs) YY1, E2F4, NRF1 and Forkhead box P3 (FOXP3). Table S2: qPCR Primer for E2F4-related genes. Table S3: qPCR Primer for FOXP3-related genes. Table S4: qPCR primers for Nrf1-related genes. Table S5: qPCR Primer for YY1-related genes. Table S6: List of 45 miR-122 responsive genes that were predicted to respond to either E2F4, YY1, E2F4 or FOXP3 TFs. Table S7: Summary Proteins significantly downregulated miR122 vs anti-miR122 OR vs. SCR. Table S8: 43 protein from Martha analysis. Table S9: Subset of miR-122 responsive proteins as identified by mass spectroscopy (FC>1.5, *p* < 0.05) which are associated to liver disease.

## Abbreviations

miRNA: microRNA; HCC: hepatocellular carcinoma; GOI: gene of interest; GEO: Gene Expression Omnibus; TCGA: The Cancer Genome Atlas; GO: gene ontology; 122-MIM: miR-122 mimic; 122-PM: miR-122 inhibitor; G6PD: glucose-6-phosphate dehydrogenase; HBV: hepatitis B virus; CHB: chronic hepatitis B; HBx: hepatitis B viral protein X; qPCR: quantitative *real-time* PCR; SLC7A1: solute carrier family 7 member 1; YY1: Yin Yang 1; FOXP3: Forkhead box P3; E2F4: E2F transcription factor 4; NRF1: nuclear respiratory factor 1; TFs: transcription factors; CEP55: centrosomal protein 55; KIF11: kinesin family member 11; SLC1A5: solute carrier family 1 member 5; EPS15L: epidermal growth factor receptor pathway substrate 15-like 1; TK1: thymidine kinase 1; CLIC1: chloride intracellular channel 1. BMP6: bone morphogenetic protein 6; TGFβ: transforming growth factor beta; HPRT1: hypoxanthine phosphoribosyltransferase 1. Abbreviations for additional gene names are given in Supplementary Data S2.

# Supplementary material for: Uncovering Novel Roles of miR-122 in the Pathophysiology of the Liver: Potential Interaction with NRF1 and E2F4 Signaling
**Source:** Cancers (Basel). 2023 Aug 16;15(16):4129. doi: 10.3390/cancers15164129
**Supplement:** Supplementary file 1

## Slide 1
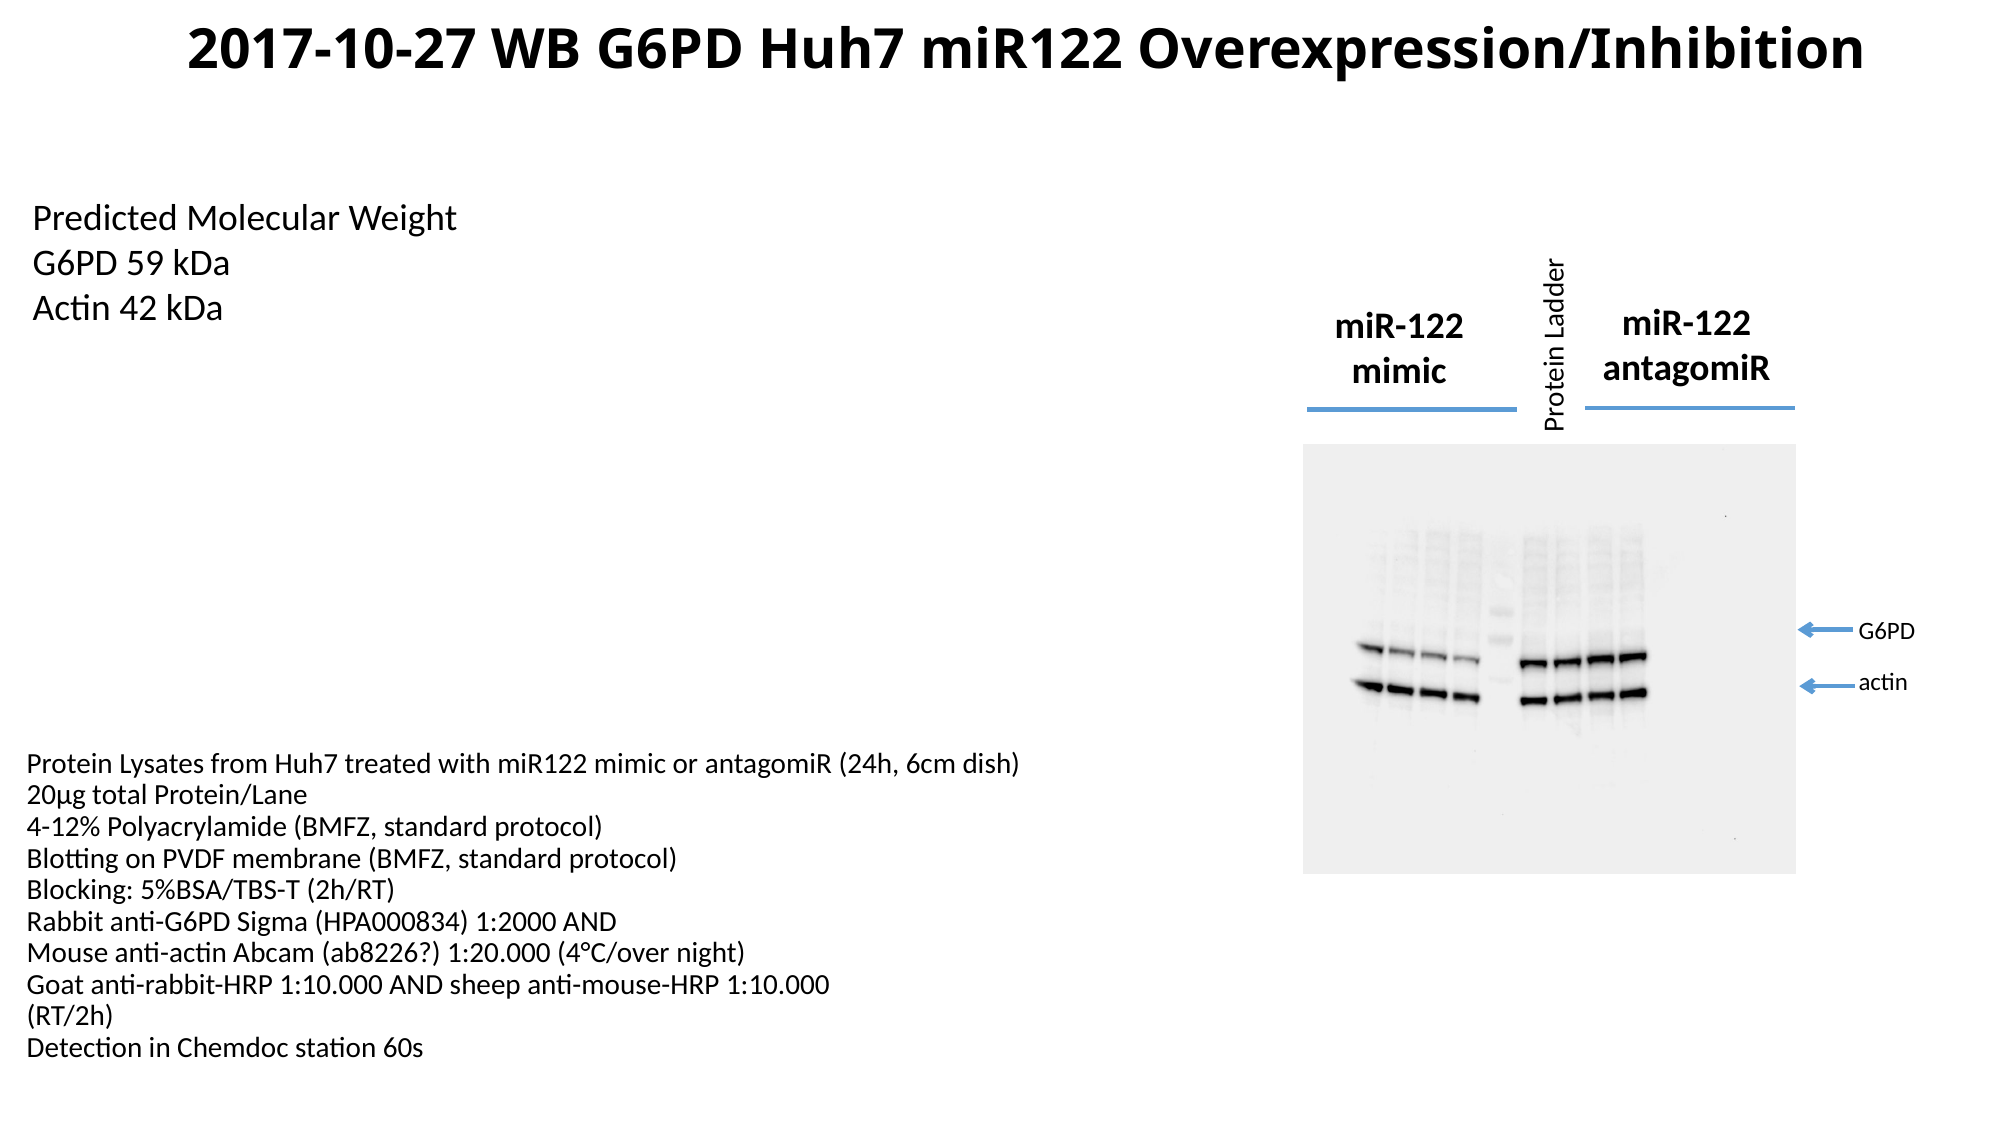

# 2017-10-27 WB G6PD Huh7 miR122 Overexpression/Inhibition
Predicted Molecular Weight
G6PD 59 kDa
Actin 42 kDa
miR-122 antagomiR
miR-122
mimic
Protein Ladder
G6PD
actin
Protein Lysates from Huh7 treated with miR122 mimic or antagomiR (24h, 6cm dish)
20µg total Protein/Lane
4-12% Polyacrylamide (BMFZ, standard protocol)
Blotting on PVDF membrane (BMFZ, standard protocol)
Blocking: 5%BSA/TBS-T (2h/RT)
Rabbit anti-G6PD Sigma (HPA000834) 1:2000 AND
Mouse anti-actin Abcam (ab8226?) 1:20.000 (4°C/over night)
Goat anti-rabbit-HRP 1:10.000 AND sheep anti-mouse-HRP 1:10.000
(RT/2h)
Detection in Chemdoc station 60s

## Slide 2
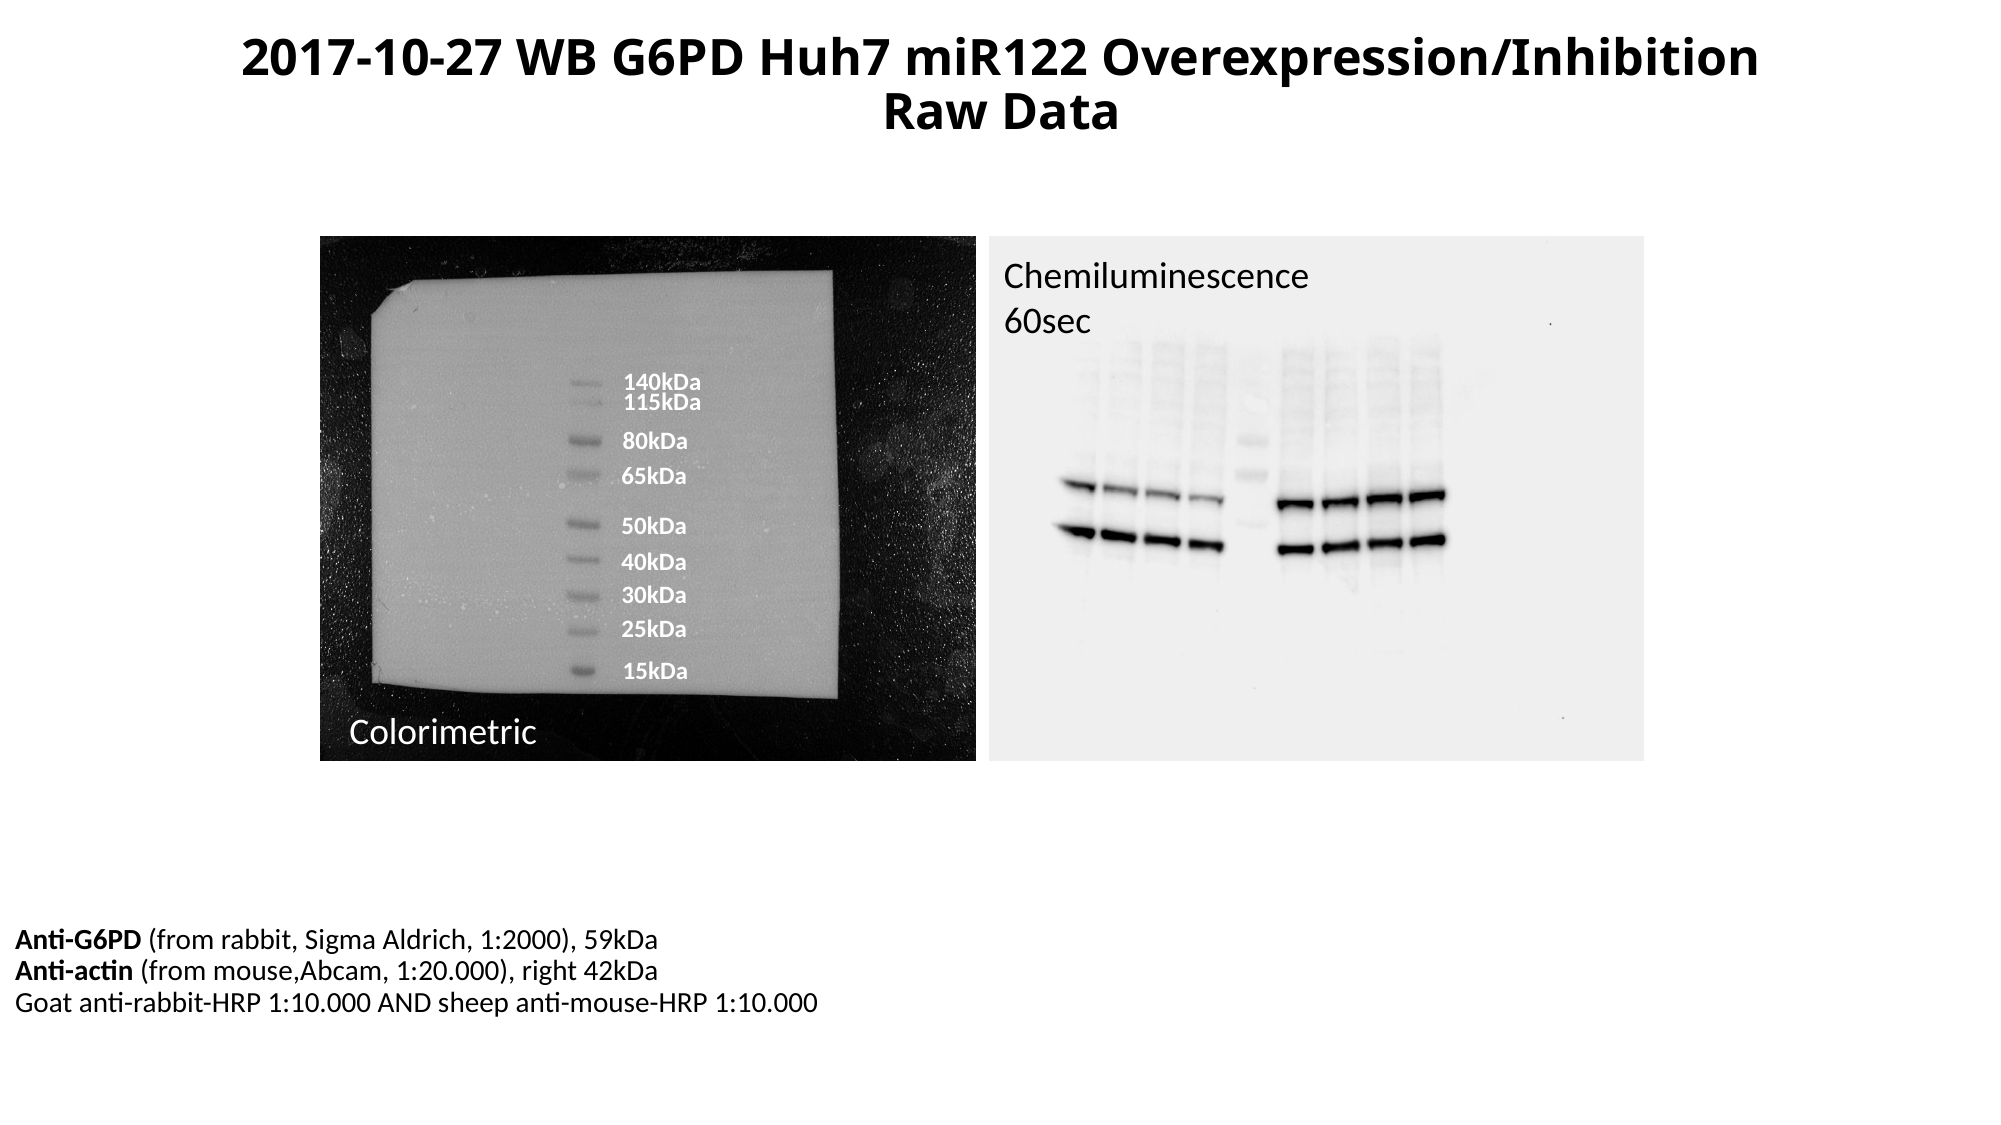

# 2017-10-27 WB G6PD Huh7 miR122 Overexpression/InhibitionRaw Data
Chemiluminescence
60sec
140kDa
115kDa
80kDa
65kDa
50kDa
40kDa
30kDa
25kDa
15kDa
Colorimetric
Anti-G6PD (from rabbit, Sigma Aldrich, 1:2000), 59kDa
Anti-actin (from mouse,Abcam, 1:20.000), right 42kDa
Goat anti-rabbit-HRP 1:10.000 AND sheep anti-mouse-HRP 1:10.000

## Slide 3
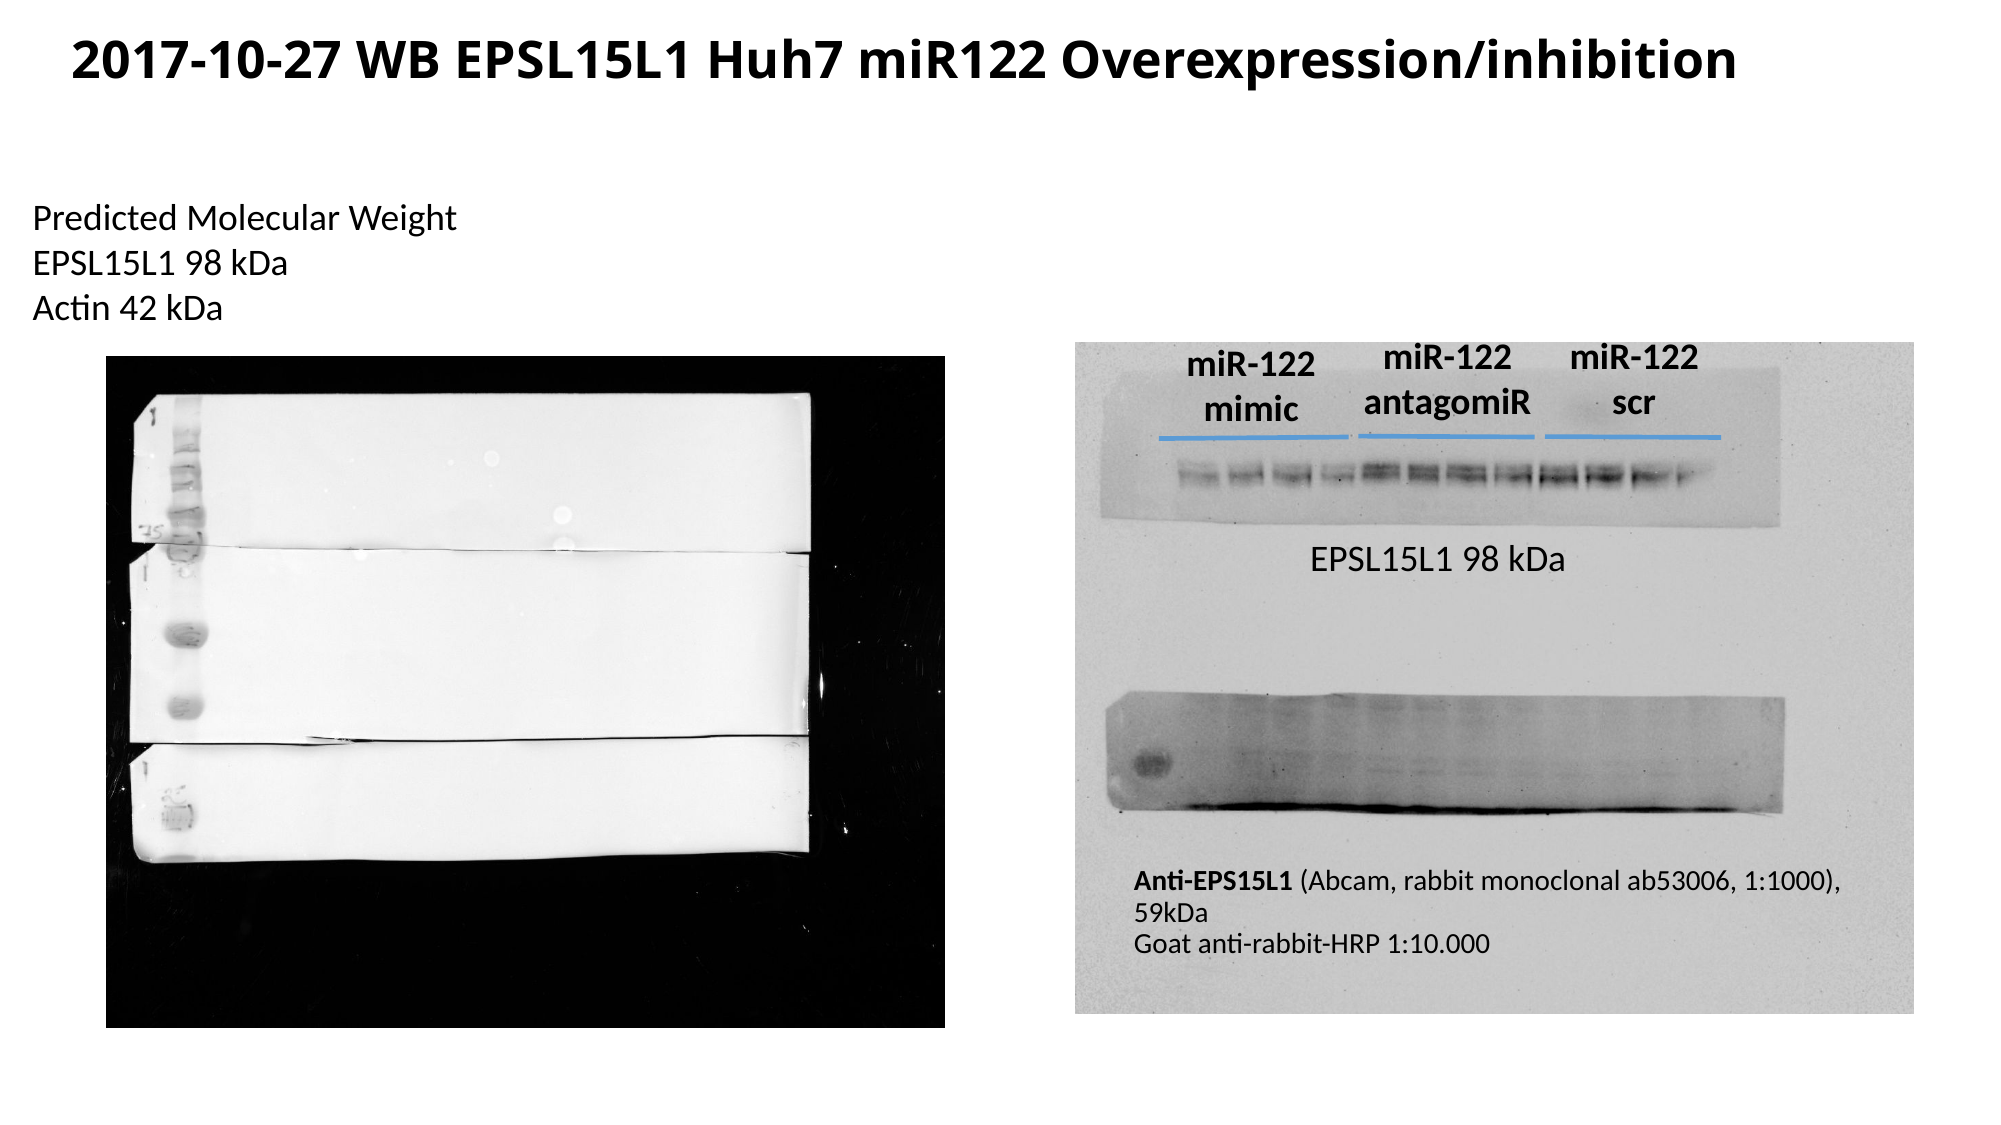

# 2017-10-27 WB EPSL15L1 Huh7 miR122 Overexpression/inhibition
Predicted Molecular Weight
EPSL15L1 98 kDa
Actin 42 kDa
miR-122 antagomiR
miR-122
scr
miR-122
mimic
EPSL15L1 98 kDa
Anti-EPS15L1 (Abcam, rabbit monoclonal ab53006, 1:1000), 59kDa
Goat anti-rabbit-HRP 1:10.000

## Slide 4
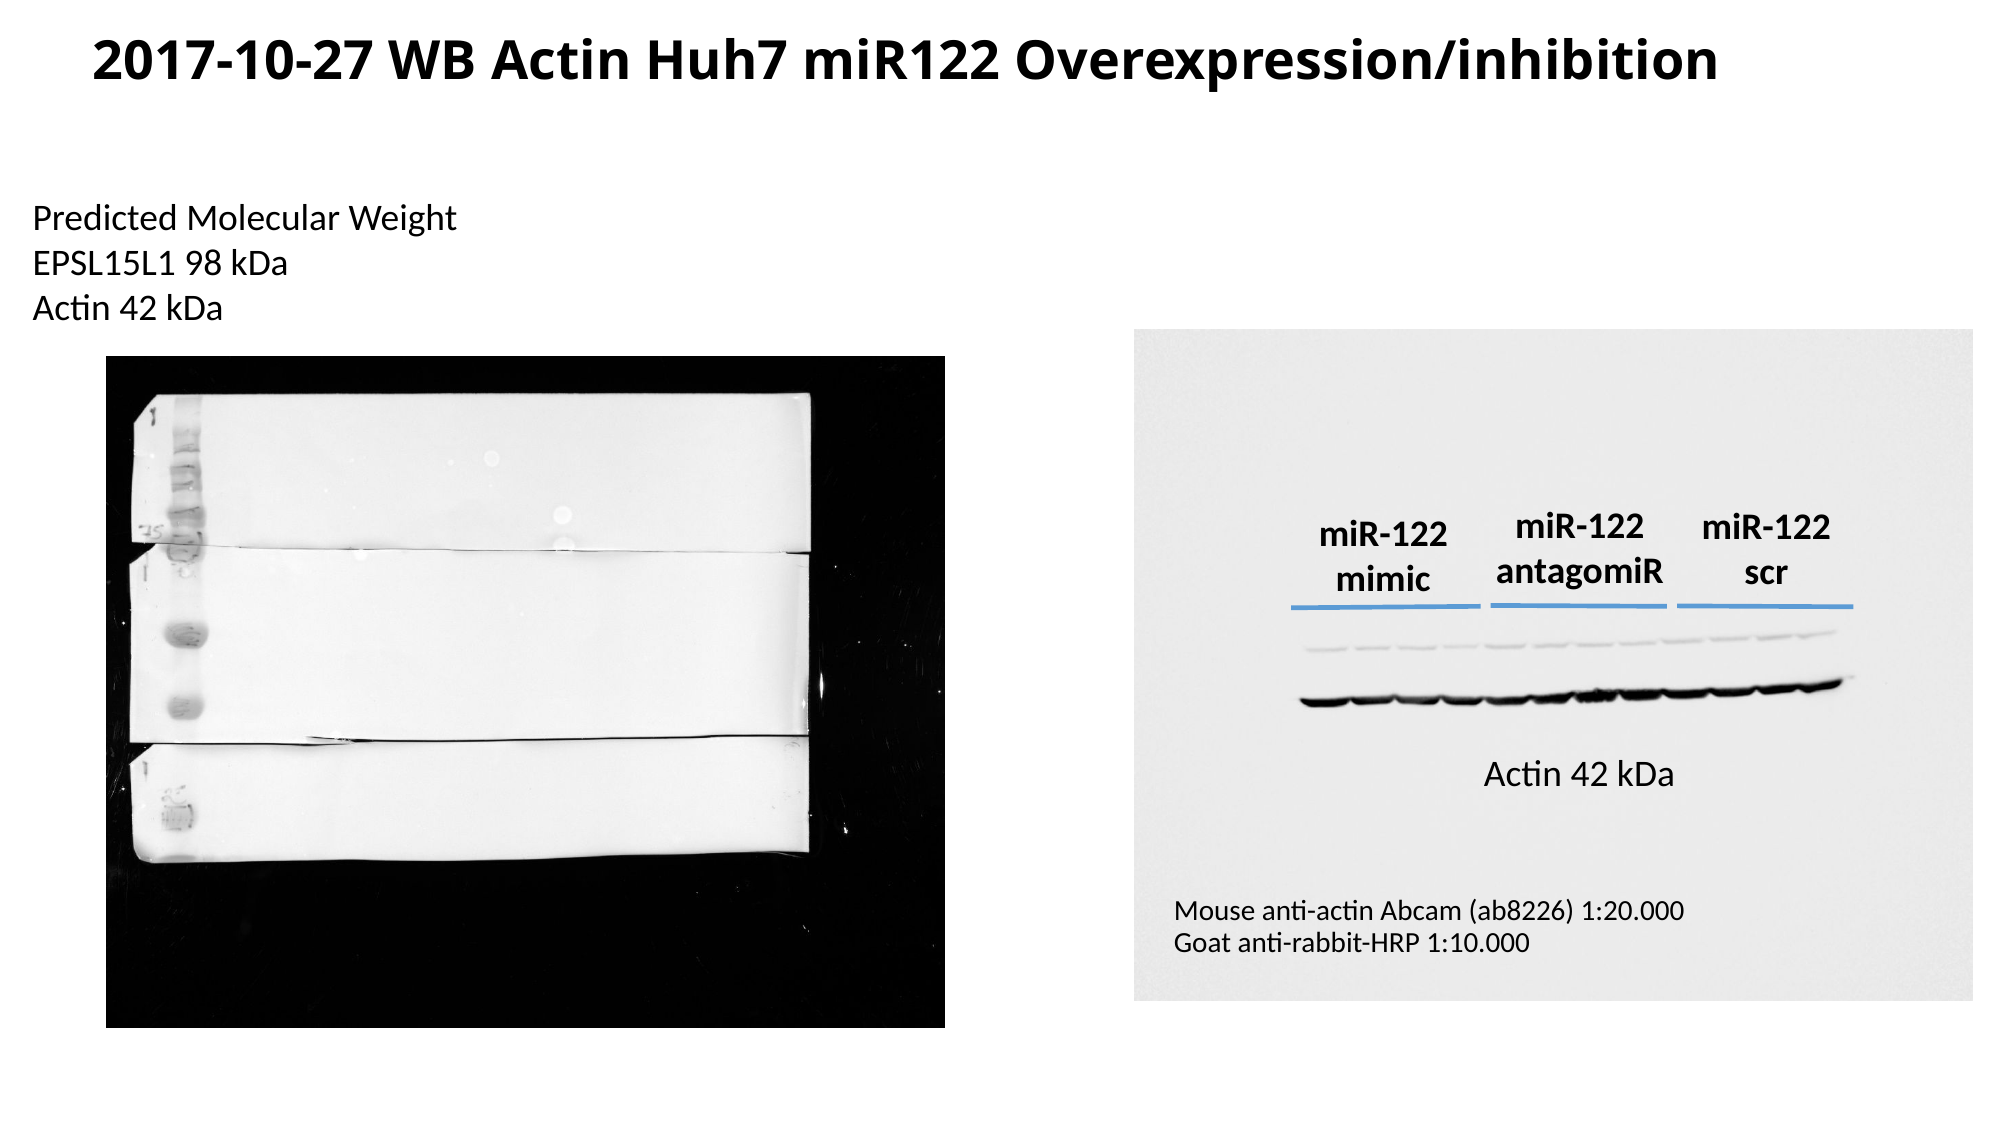

# 2017-10-27 WB Actin Huh7 miR122 Overexpression/inhibition
Predicted Molecular Weight
EPSL15L1 98 kDa
Actin 42 kDa
miR-122 antagomiR
miR-122
scr
miR-122
mimic
Actin 42 kDa
Mouse anti-actin Abcam (ab8226) 1:20.000
Goat anti-rabbit-HRP 1:10.000

# Supplementary material for: Uncovering Novel Roles of miR-122 in the Pathophysiology of the Liver: Potential Interaction with NRF1 and E2F4 Signaling
**Source:** Cancers (Basel). 2023 Aug 16;15(16):4129. doi: 10.3390/cancers15164129
**Supplement:** Supplementary file 1

## Slide 1
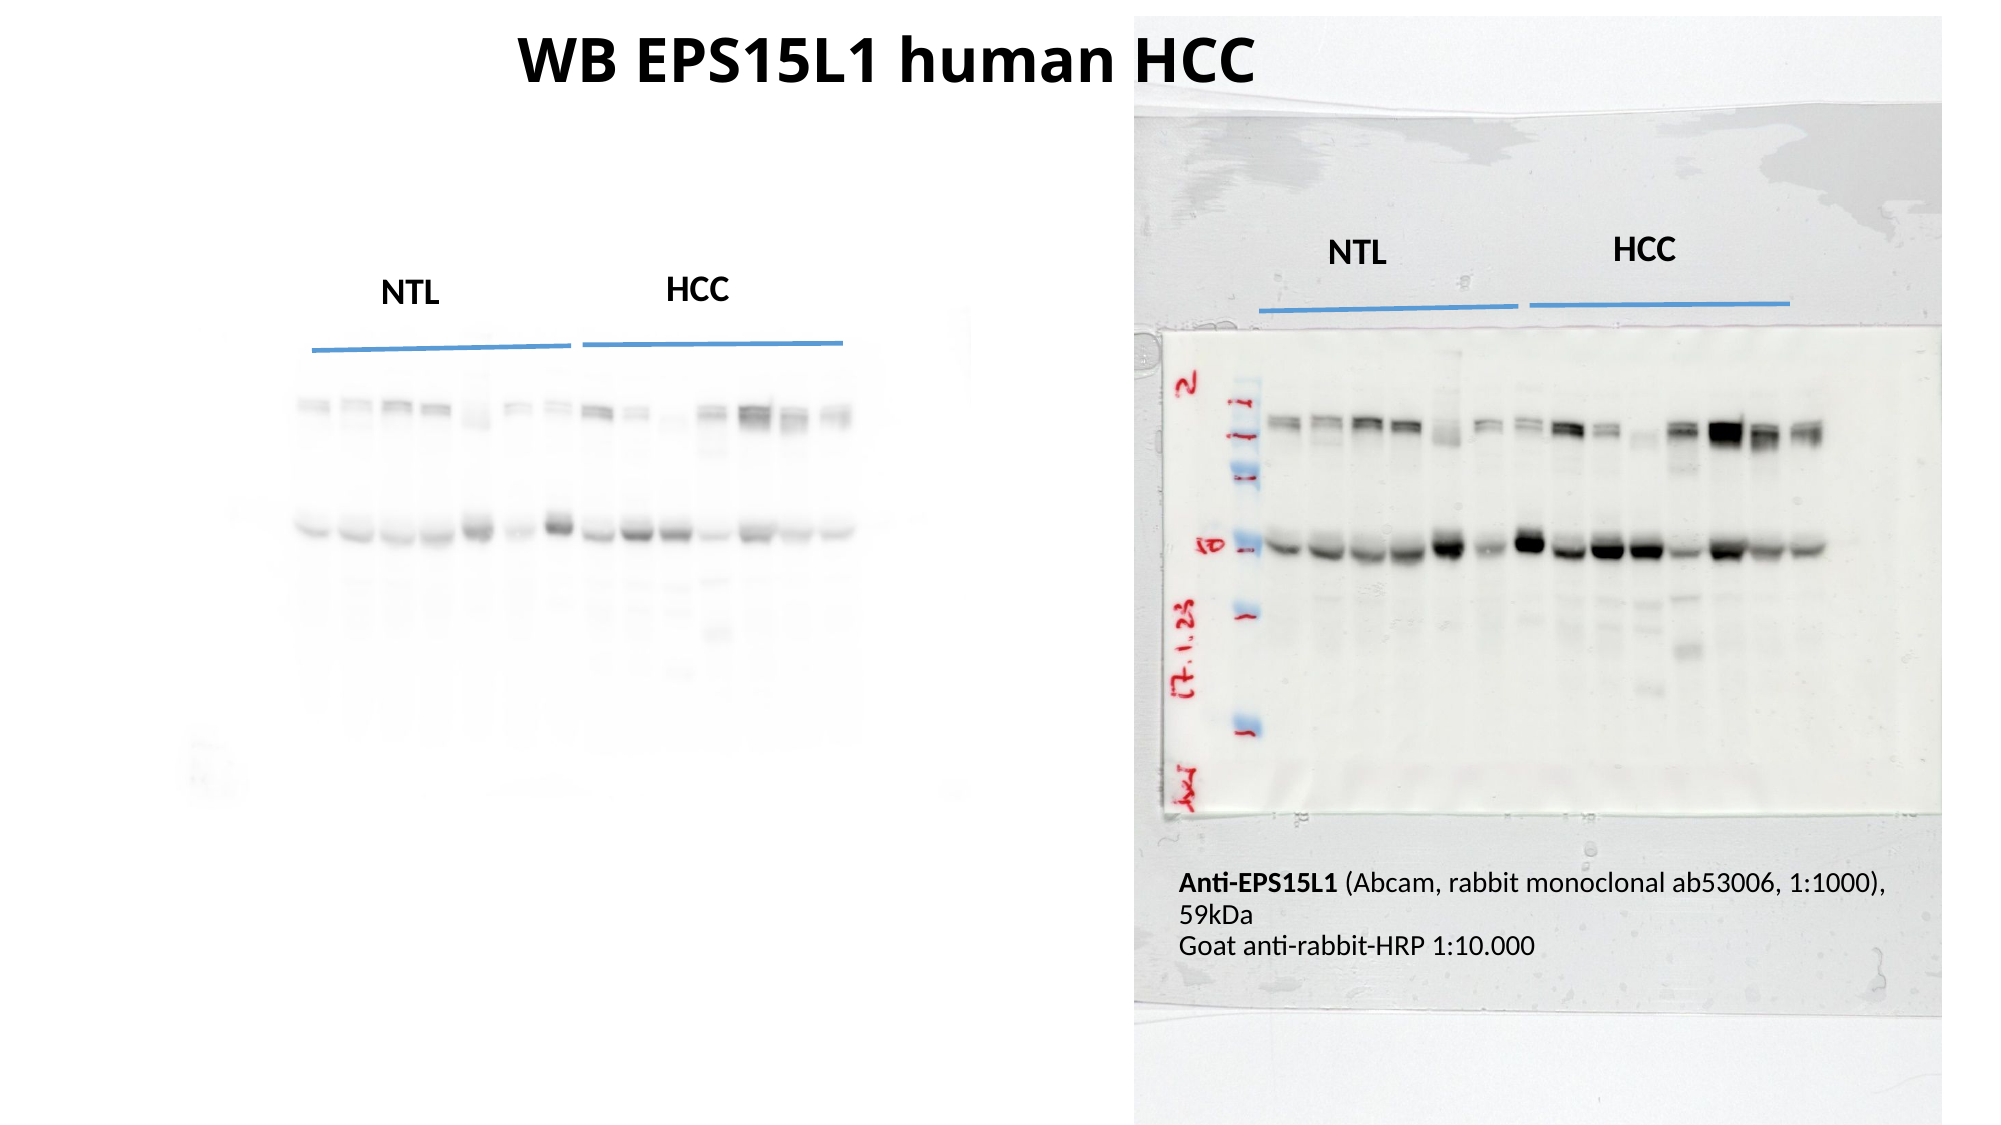

# WB EPS15L1 human HCC
HCC
NTL
HCC
NTL
Anti-EPS15L1 (Abcam, rabbit monoclonal ab53006, 1:1000), 59kDa
Goat anti-rabbit-HRP 1:10.000

## Slide 2
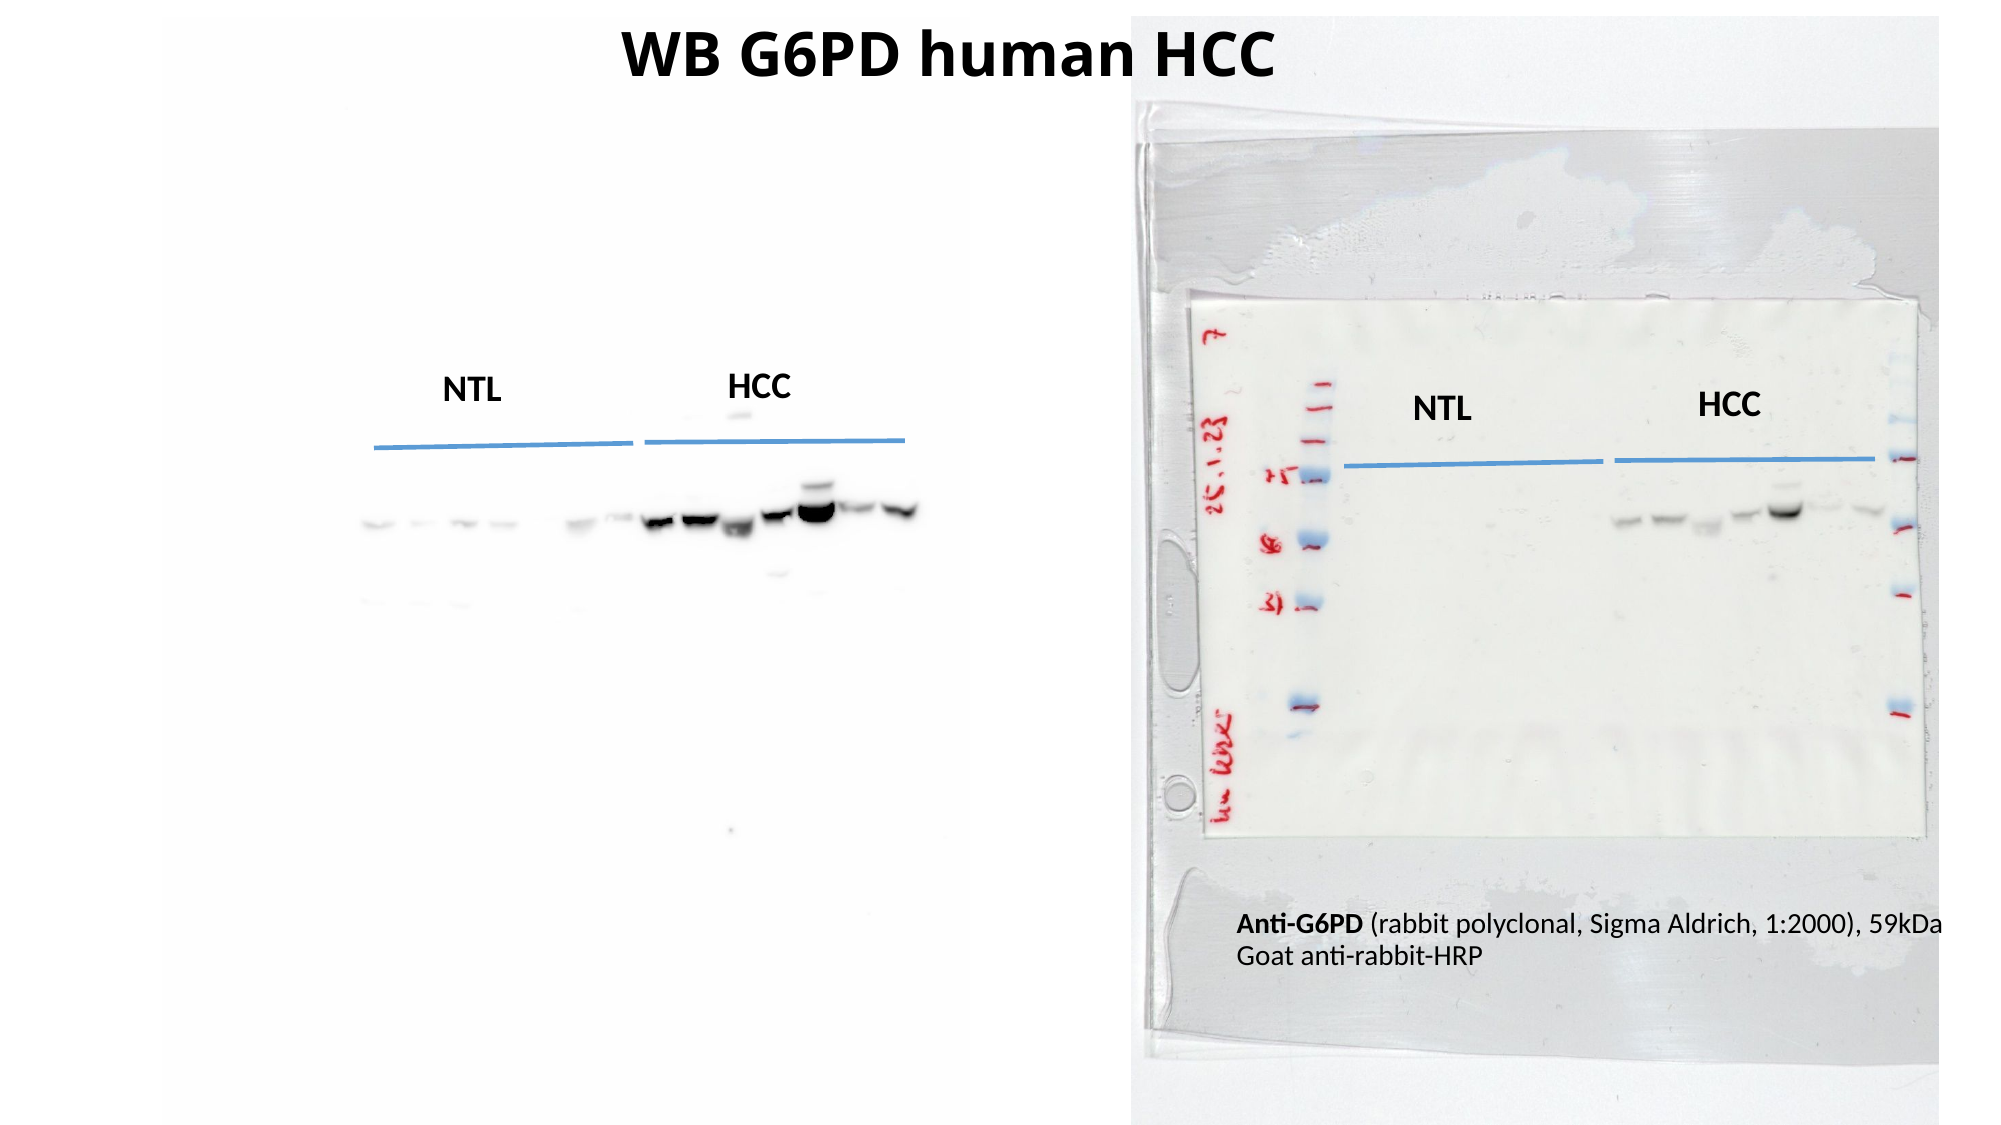

# WB G6PD human HCC
HCC
NTL
HCC
NTL
Anti-G6PD (rabbit polyclonal, Sigma Aldrich, 1:2000), 59kDa
Goat anti-rabbit-HRP

## Slide 3
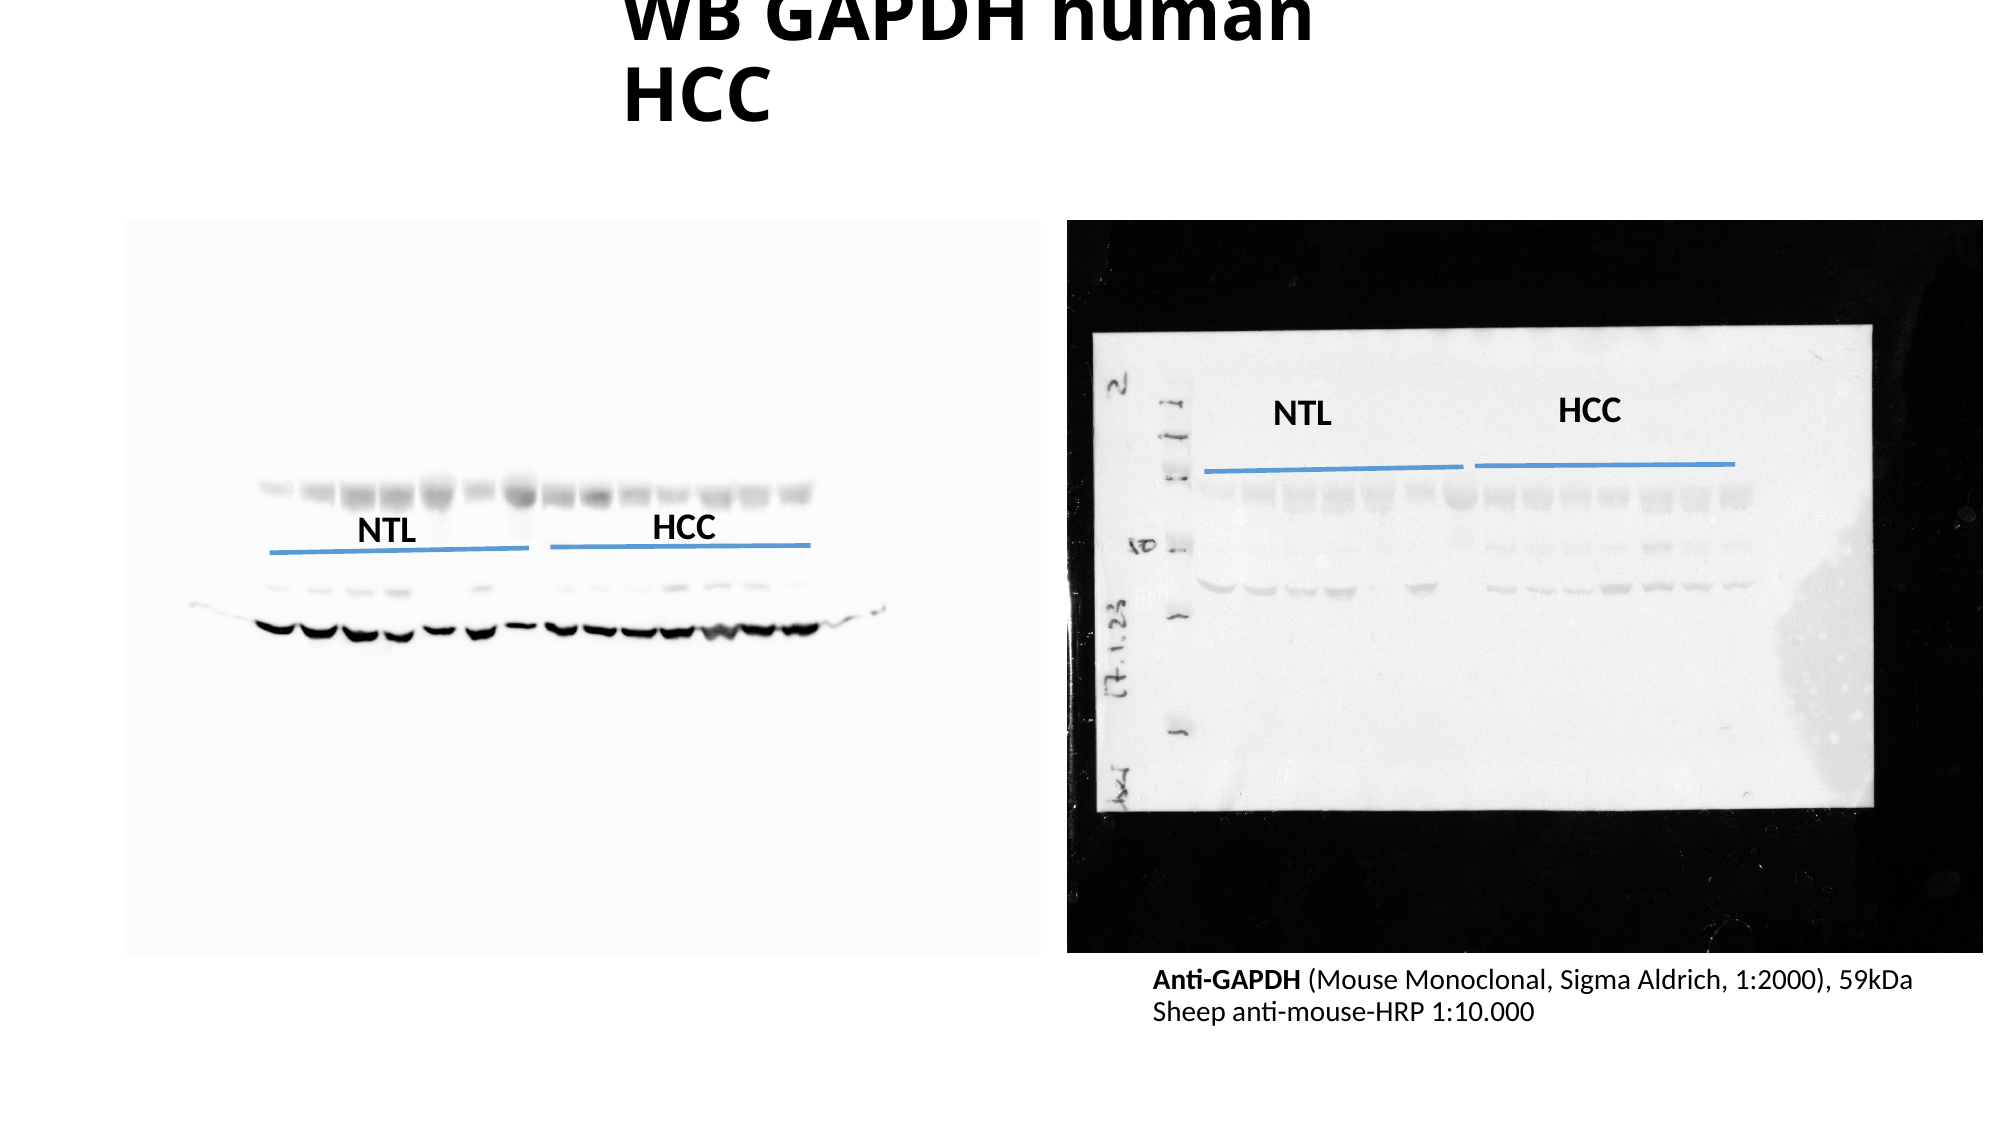

WB GAPDH human HCC
HCC
NTL
HCC
NTL
Anti-GAPDH (Mouse Monoclonal, Sigma Aldrich, 1:2000), 59kDa
Sheep anti-mouse-HRP 1:10.000

How the deposited data were processed for this re-analysis (not part of the article)

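RNA of polyribosomal pools from Huh-7 cells was measured on 12 Affymetrix Human Gene 1.0 ST arrays, 48 h after transfection of miR-122 mimic (10 µM in the paper) or antagomiR (20 µM in the paper). The arrays formed 6 groups of 2, the heavy (P1), middle (P2) and light (P3) pool of each transfection. The authors summarised the scanned signals by RMA, and the deposited values are log2 signals, 1 per transcript cluster and array. The version of the software that did this is not given in the sources used here. No column of the table belonged to samples outside the series (0 columns). Array medians lay between 6.26 and 6.51, and no further normalisation was applied apart from an alternative.

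Transcript clusters were given current gene symbols through their Entrez identifiers (19429 clusters), and 19460 with exactly 1 symbol (18417 different symbols) were tested. Clusters with several symbols (1754) and without a symbol in the reference used here (12083) entered only an alternative. limma 3.58.1 in R 4.3.3 fitted the 6 groups together, with 6 residual and 2.81 prior degrees of freedom. The 9 comparisons of the paper were tested, as were the mimic against the antagomiR over the 3 pools and the change of the P1 and P3 difference between the transfections. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 over all transcripts and a difference of at least 1.5-fold, with log2 differences and standard errors from the fit. The thresholds of the study, at least 1.5-fold at an unadjusted p up to 0.05, were applied to the limma fit, and the methods' one-way test was run as an alternative. Each p-value rests on 2 arrays per group.

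Gene lists, 22 in number with 604 genes, of which 534 had a transcript cluster with 1 symbol, were tested with camera of limma at a preset correlation of 0.01, and with the correlation estimated as an alternative, with Benjamini-Hochberg adjustment over the lists of a comparison. They were ribosomal proteins, mitochondrial ribosomal proteins, respiratory chain subunits, replication-dependent histones, secreted hepatocyte proteins, ER chaperones, cholesterol synthesis, glycolysis and the pentose phosphate pathway, nuclear transport, aminoacyl-tRNA synthetases, nuclear long noncoding RNAs, immune markers, fibroblast and endothelial markers, reported miR-122 targets, E2F4-linked and NRF1-linked genes, the 4 transcription factors, iron genes, HCC-linked proteins, the genes of Table S6, the genes reduced by qPCR and the proteins of Table S8. Counts adjusted over a list alone took only the p-values of its members. The genes named were the 10 largest called differences on each side between P1 and P3, the members of lists with the smallest p, and genes the paper names. Values of genes in the tables of the paper count as seen before this rule.

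Replicate 1 and replicate 2, which the paper calls different experiments, pair the groups, and this was checked by correlating the difference of replicate 2 and replicate 1 between groups. Of 15 pairs of groups, 14 had a correlation over 0.1, from 0.474 to 0.864 in the 10 pairs without P1 of the mimic and from -0.123 to 0.249 with it. Alternatives were the replicate number as a block, the culture as a random block (duplicateCorrelation, statmod 1.5.0, consensus correlation within a culture estimated by limma), only the groups of a comparison in the fit, cyclic loess between arrays (limma normalizeCyclicLoess), a filter keeping the 9730 clusters with a mean at or above the median of 7.01, the mean of clusters per symbol, all transcript clusters of the table, at least 2-fold, and each array left out in turn. The block together with leaving out the mimic P1 array of replicate 2 was added after that array was seen to stand apart, with the gene lists without that array.

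The procedure was tested on simulated data with 50 changed transcripts per step. Between P1 and P3, 0, 13, 27 and 43 of 50 were called at 1.5-, 2-, 4- and 8-fold. In P2 between the transfections, 0, 7, 37 and 41 were called, with false calls of 0 and 4 in the 2 comparisons. A test of miR-122 seed sites and of transcript length was left out, since the reference used here holds neither sequences nor lengths. GO-Elite enrichment, the qPCR, protein, luciferase and patient data were not analysed here.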

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

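Chosen after the results were seen were the tests of the signal range of the mimic P1 array of replicate 2, of the reported targets in replicate 1, of RNA from other cells, of the splits that part every pair or keep the cultures whole, and of the small nucleolar RNAs.

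More transcripts were lower than higher in P1 against P3 of the mimic, 62.7% of those at the thresholds of the study. This rests on the mimic P1 array of replicate 2, as without it 42.1% were lower. Whether its narrow signal range is the reason stays open, since leaving the array out removes more than its range and after cyclic loess 54.9% were still lower. A shift toward lighter pools by the mimic was tested on 5928 transcripts whose P1 and P3 difference was at least 1.5-fold lower with the mimic in replicate 2. In replicate 1 their median was -0.21, with 71.8% below 0 against 50.3% of all transcripts, which lies between the bounds set for and against a shift, so this test cannot tell.

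In P1, 2889 transcripts differed between the mimic and the antagomiR at the thresholds of the study. Without the mimic P1 array of replicate 2 there were 530, which removes more than its signal range, and after cyclic loess there were 1653. In P1 of replicate 2 the difference between the mimic and the antagomiR had a slope of -0.328 on the mean level (SD 1.01 across transcripts). In replicate 1 the slope was -0.037 (SD 0.33). The differences of replicate 2 thus depended on signal level, which goes with a narrow range. The range may account for many of the 2889, and how many was not tested. Lower levels of reported miR-122 targets such as CCNG1 and GYS1 were tested in replicate 1 alone, where the median of -0.13 (14 of 20 below 0) stood at percentile 19.9 of 10000 random lists matched on level, which cannot tell. In replicate 2 the median was -1.10 at percentile 35.2, while ribosomal proteins had a median of -0.39 at percentile 0 in replicate 1 and of -1.34 at percentile 74.0 in replicate 2.

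Between the experiments, 725 transcripts were higher and 765 lower in replicate 2 than in replicate 1. This test treats the pools of a culture as separate samples and sets a single experiment against another. Its counts describe these cultures only. The signal range of the arrays is excluded as the cause, as without the mimic P1 array of replicate 2 the number was 2203 and after cyclic loess still 2164. RNA of immune, fibroblast or endothelial cells stays open. The medians of their markers were -0.010 and -0.019, but 85.7% of the immune and 69.2% of the fibroblast and endothelial markers had a mean below the median transcript, close to background, so this test cannot tell. The cause was not tested further.

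For the mimic against the antagomiR over the 3 pools after adjustment the real value was 0, so that any split gives as many (100 of 100, with 1460 for the highest other), and the splits say nothing about chance there. At the thresholds of the study the real value was 138, 31 of 100 splits gave as many and the highest other gave 2062. The split by replicate number gave 1993, which shows the structure of the experiments. Among 32 splits that part every pair of arrays of a pool and replicate, only 1, the real grouping, gave as many and the highest other gave 71, while without the mimic P1 array of replicate 2 the real count was 45. These splits treat the pools of a culture as separate samples. With the cultures kept whole there are 3 splits, and 2 that part the pairs, too few for a share under 0.05. The real value was 138, against 1993 for the highest other of the 3 and 21 for the other that parts the pairs.

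In 16 gene lists the P1 and P3 difference changed between the mimic and the antagomiR, in 11 without the mimic P1 array of replicate 2, in 1 after cyclic loess and in 0 with an estimated correlation. Of 198 small nucleolar and Cajal body RNAs, 21 were lower in P1 than in P3 of the antagomiR and 21 of the mimic, 17 in both, and without the mimic P1 array of replicate 2 the numbers were 38 and 20.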

How the results depend on the processing

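The combined setting of the replicate block without the mimic P1 array of replicate 2, and the gene lists without that array, were chosen after the results were seen. The cause of the differences between settings was not tested. With an array left out, the lone array of its group is assumed to vary like the other groups, and without a block the comparisons of that group also take in the difference between the replicates. Signals below the median of 7.01 are close to background on such arrays, so that differences there are measured less well. Not run were the fit of only the compared groups for the mimic against the antagomiR over the 3 pools, the one-way test for the change of the P1 and P3 difference, seed sites, transcript length, and, for the gene lists, leaving out arrays other than the mimic P1 array of replicate 2. The named genes were followed only with the replicate block, after cyclic loess, with single arrays left out and in the combined setting, and the gene lists were not run with the random block, only the compared groups, the mean per symbol, all transcript clusters or the one-way test. The 40 values of named genes are the 20 largest differences of each transfection, with some genes in both. None of these values changed direction in the settings run for them. A list is said to have moved where its direction changed without passing in both settings. Taking the mean of the clusters of a symbol changed no count by more than 1.5 times. The larger side of some counts turned at the thresholds of the study. For P1 against P3 of the mimic, 1334 higher and 2239 lower became 1914 higher and 1393 lower without the mimic P1 array of replicate 2, and for P1 against P2 of the antagomiR, 375 higher and 252 lower became 532 higher and 655 lower. After cyclic loess, the share of higher transcripts for P2 against P3 of the antagomiR moved from 55.9% to 45.2%. Other counts turned as well, such as those of the smaller comparisons between the transfections.

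With only the groups of a comparison in the fit, the counts at the thresholds of the study were 2237 for P1 against P2 and 2096 for P1 against P3 of the mimic, 1176 for P1 against P2 of the antagomiR, 837 in P1 and 39 in P2 between the mimic and the antagomiR, and 381 for the change of the P1 and P3 difference. Shifts toward lighter pools of the mimic summed to 4253 and transcripts enriched in the antagomiR to 700. After adjustment, P2 against P3 and P1 against P3 of the mimic and of the antagomiR each gave 0.

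With the replicate number as a block, the adjusted counts were 2316 for P1 against P2 and 1840 for P1 against P3 of the mimic and 1543 for P1 against P3 of the antagomiR. At the thresholds of the study the block gave 1126 for P1 against P2 and 2147 for P2 against P3 of the antagomiR, 50 in P2 and 132 in P3 between the mimic and the antagomiR, 4566 shifts toward heavier pools of the antagomiR and 2581 transcripts enriched in the antagomiR. In P2, 6 gene lists passed with the block. All 40 values of named genes kept their call with it. Of 154 list values, 140 stayed, 13 were stronger and 1 moved. The block changed no other call printed for a gene apart from those given with their blocked value.

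With the culture as a random block, the adjusted counts were 3584 for P1 against P2, 43 for P2 against P3 and 1633 for P1 against P3 of the mimic, and 35 for P2 against P3 and 1156 for P1 against P3 of the antagomiR. The counts at the thresholds of the study were 66 over the 3 pools and 1405 for the change of the P1 and P3 difference.

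After the filter on dim clusters, the counts at the thresholds of the study were 3468 for P1 against P2 and 1118 for P2 against P3 of the mimic, 751 for P2 against P3 of the antagomiR, 1516, 12 and 14 in P1, P2 and P3 between the mimic and the antagomiR, and 133 for the change of the P1 and P3 difference. After adjustment, P2 against P3 gave 10 with the mimic and 7 with the antagomiR. The correlation of the P1 and P3 differences was 0.773, and 4 lists passed in P1, 6 in P2, 6 over the pools and 3 for the change. Of the 154 list values, 90 stayed, 35 were weaker, 6 stronger and 23 moved.

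With all transcript clusters of the table, the counts at the thresholds of the study were 8750, 4468 and 6328 for P1 against P2, P2 against P3 and P1 against P3 of the mimic, 998, 4029 and 5820 for those of the antagomiR, 4423, 84 and 498 in P1, P2 and P3 between the mimic and the antagomiR, 277 over the pools and 1528 for the change of the P1 and P3 difference. Shifts toward lighter pools of the mimic summed to 11864. The adjusted counts were 141 for P2 against P3 and 1271 for P1 against P3 of the mimic, and 107 and 993 for those of the antagomiR.

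By the methods' one-way test, the counts at the thresholds of the study were 574, 1311 and 879 for P1 against P2, P2 against P3 and P1 against P3 of the mimic, 697 for P2 against P3 and 1687 for P1 against P3 of the antagomiR, 305 in P1 and 42 in P3 between the mimic and the antagomiR, and 22 over the pools. The sums were 1367 toward lighter pools of the mimic, 1813 toward heavier pools of the antagomiR and 207 enriched in the antagomiR. After adjustment this test gave 0 for P2 against P3 and P1 against P3 of the mimic, 1 for P1 against P2, 0 for P2 against P3 and 1 for P1 against P3 of the antagomiR.

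With the replicate block and without the mimic P1 array of replicate 2, the adjusted counts were 882, 3874 and 3159 for P1 against P2, P2 against P3 and P1 against P3 of the mimic, 1288, 2709 and 4411 for those of the antagomiR, and 2 over the pools. At the thresholds of the study they were 3223 for P1 against P2 and 4234 for P2 against P3 of the mimic, 2026, 3290 and 4722 for P1 against P2, P2 against P3 and P1 against P3 of the antagomiR, 807, 98 and 217 in P1, P2 and P3 between the mimic and the antagomiR, and 66 over the pools. The sums were 6229 toward heavier pools of the antagomiR and 746 enriched in the antagomiR. Gene lists passed in 14 cases for P1 against P3 of the mimic, in 9 in P2, in 3 in P3 and in 9 for the change of the P1 and P3 difference. Of the 154 list values, 104 stayed, 20 were stronger, 15 weaker and 15 moved.

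At least 2-fold, the counts at the thresholds of the study were 2758, 525 and 2032 for P1 against P2, P2 against P3 and P1 against P3 of the mimic, 139, 365 and 1352 for those of the antagomiR, 946, 4 and 8 in P1, P2 and P3 between the mimic and the antagomiR, 10 over the pools and 226 for the change of the P1 and P3 difference. The sums were 4269 toward lighter pools of the mimic, 1282 toward heavier pools of the antagomiR and 879 enriched in the antagomiR.

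After cyclic loess, the adjusted count for P1 against P3 of the mimic was 1352, and at the thresholds of the study 1653 in P1 between the mimic and the antagomiR, 522 for the change of the P1 and P3 difference and 1021 enriched in the antagomiR. The correlation of the P1 and P3 differences was 0.734. Lists passed in 4 cases in P1, 7 over the pools and 1 for the change, and of the 154 list values 90 stayed, 29 were weaker, 5 stronger and 30 moved. Of the 40 values of named genes, 39 kept their call.

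With an estimated correlation, 0 lists passed for P1 against P3 of the mimic (9 with the preset correlation) and of the antagomiR (15), in P1 (15) and P2 (1) between the transfections, over the pools (12) and for the change (16). The combined setting with an estimated correlation also gave 0 in each of these. Of the 154 list values, 86 stayed and 68 were weaker.

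With single arrays left out, the adjusted counts ranged from 0 to 8724 for P1 against P2, from 1 to 406 for P2 against P3 and from 13 to 5516 for P1 against P3 of the mimic, from 1 to 32 for P2 against P3 and from 1 to 1674 for P1 against P3 of the antagomiR. P1 against P2 of the antagomiR and the mimic against the antagomiR in P2 and P3 stayed at 0, while the adjusted counts ranged from 0 to 7262 in P1, from 0 to 1047 over the pools and from 0 to 4030 for the change of the P1 and P3 difference. At the thresholds of the study they ranged from 2448 to 9717, from 1254 to 2994 and from 2570 to 7041 for P1 against P2, P2 against P3 and P1 against P3 of the mimic, from 414 to 1187, from 560 to 2499 and from 1751 to 3680 for those of the antagomiR. Between the mimic and the antagomiR they ranged from 530 to 8608 in P1, from 19 to 105 in P2, from 77 to 445 in P3 and from 45 to 1508 over the pools, and for the change from 301 to 7207. The sums ranged from 4068 to 10388 toward lighter pools of the mimic, from 1611 to 4285 toward heavier pools of the antagomiR and from 394 to 4848 enriched in the antagomiR, and the correlation of the P1 and P3 differences from 0.308 to 0.796. Gene lists without the mimic P1 array of replicate 2 passed in 2 cases in P2, and of the 154 list values 121 stayed, 11 were weaker, 6 stronger and 16 moved.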

Differences from the paper's values

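Tests chosen after the results were seen were the settings without the mimic P1 array of replicate 2. The yardstick for log2 values was also changed after a first count was seen. It was first the residual SD of single arrays, by which 167 of 370 values differed, and then the SD of a difference of 2 arrays, by which 135 did.

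The sums of shifts toward heavier or lighter pools compare pools within a transfection, so setting them side by side does not test a response to miR-122. The paper gives 6163 transcripts shifted toward heavier pools with the antagomiR, against 2926 here. The number came within 1.5 times under the fit of only the compared groups (4114), with the replicate block (4566) and without a mimic P1 array (4285), but not with the culture as a random block (3851), after cyclic loess (2551), after the dim filter (2335), with the mean per symbol (2798), with all transcript clusters (3846), by the one-way test (1813) or at least 2-fold (1282). With the replicate block and without the mimic P1 array of replicate 2, chosen after seeing, it was 6229.

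Enriched in the antagomiR against the mimic, the paper gives 1028 transcripts, against 1658 here. The number came within 1.5 times under the fit of only the compared groups (700), after cyclic loess (1021), after the dim filter (1265), at least 2-fold (879), and without single arrays of P2 or P3 of the mimic (1352 to 1502), of P1 replicate 1 of the antagomiR (1298), of P2 of the antagomiR (1449) and of P3 replicate 1 of the antagomiR (1471). It did not with the replicate block (2581), the random block (1599), the mean per symbol (1556), all transcript clusters (2487), the one-way test (207), without the mimic P1 array of replicate 1 (4848) or of replicate 2 (394), or without the array of P1 replicate 2 (457) or of P3 replicate 2 (1645) of the antagomiR. With the replicate block and without the mimic P1 array of replicate 2, it was 746.

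The paper gives 6621 transcripts shifted toward lighter pools with the mimic, against 6655 here, a match of sums and not of each part. The number lay outside 1.5 times with only the compared groups (4253), with all transcript clusters (11864), by the one-way test (1367), at least 2-fold (4269), and without the mimic P1 array of replicate 1 (10388) or of replicate 2 (4068).

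The parts of the sum for the mimic differed from those read by eye from Fig. 2C. Lower in P1 than in P2 were 3524 here against about 2000, and lower in P2 than in P3 were 892 against about 2700. Lower in P1 than in P3 were 2239 against about 1900. Read by eye from Fig. 2C, about 520 transcripts were higher in P1 than in P2 of the mimic, against 2217 here (433 with only the compared groups and 556 after the dim filter). About 2000 were lower, read by eye from Fig. 2C, against 3524 here (1804 with only the compared groups, 2503 after cyclic loess, 2912 after the dim filter, 2527 at least 2-fold, 1642 without the mimic P1 array of replicate 2, 2342 with the replicate block as well, and 1763 without the mimic P2 array of replicate 2). About 3100 were higher in P2 than in P3, read by eye from Fig. 2C, against 1161 here, and no planned setting came within 1.5 times (highest 1966), while with the replicate block and without the mimic P1 array of replicate 2, chosen after seeing, it was 3095. About 2700 were lower, read by eye from Fig. 2C, against 892 here (3005 with all transcript clusters).

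Of 394 log2 values in the sheets of the supplementary tables, 370 of 118 genes could be compared, with r 0.927 across values, a median absolute difference of 0.39 and 222 within 0.5. Of the 135 that differed (55 genes), 131 were larger in size in the paper, and 5 of the values had opposite sign, for RERE, SLC25A14 and WNK4 in P2 against P3 of the antagomiR and EEA1 and IGSF8 in P3 between the mimic and the antagomiR. By comparison, the medians of the paper and here were 1.50 and 0.92 for P1 against P3 and 1.18 and 0.68 for P2 against P3 of the antagomiR, and 1.25 and 0.74 for P2 against P3, -1.75 and -1.52 for P1 against P2 and -1.25 and -0.92 for P1 against P3 of the mimic. The sheet for P1 and P3 together was taken as the mean of P1 and P3, which is an assumption. Cyclic loess brought 7 of the differing values within the yardstick, SLC25A14 in P1 against P2 of the mimic (-1.03), EEA1 over P1 and P3 (-0.46), H2BC21 (-2.74), HOOK3 (1.01) and SPRED2 (-1.57) in P1 against P3 of the mimic, TTC5 in P1 between the transfections (-0.98) and AP2B1 in P1 against P2 of the antagomiR (0.54). The mean per symbol brought ATRX within it in P1 against P2 of the antagomiR (0.41) and in P2 against P3 of the mimic (1.17), and the others differed under both. After cyclic loess, r across all values was 0.897 and the median absolute difference 0.58, with 166 within 0.5 and 14 of opposite sign. Without the mimic P1 array of replicate 2, r was 0.921 and the median absolute difference 0.46.

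For P1 vs. P3 of the antagomiR, the paper's and the present log2 difference were 1.702 and 0.71 for AIRIM, 2.36 and 1.45 for ANKFY1, 2.01 and 0.89 for ATRX, 1.64 and 0.46 for DIXDC1, 2.92 and 2.06 for DSG2, 1.16 and 0.57 for FRMD8 and 2.34 and 1.29 for G3BP2. In the same order they were 0.83 and 0.47 for GATD3, 2.58 and 1.59 for HNRNPU, 1.16 and 0.78 for HOOK3, 1.35 and 0.67 for KCTD10, 1.00 and 0.29 for KHDRBS1, 2.01 and 1.25 for KIF1B and 1.92 and 0.57 for KIF3A. The pairs went on with 2.52 and 1.68 for KPNB1, 1.36 and 0.81 for LRRC47, 1.87 and 0.79 for MINK1, 2.63 and 0.86 for NRIP1, 1.43 and 0.35 for NTN4, 3.01 and 1.18 for PDCD4 and 1.80 and 1.29 for PFAS. Further pairs were 1.63 and 0.20 for RERE, 1.24 and 0.47 for SAMD4B, 1.28 and 0.43 for SLC23A2, 1.68 and 1.04 for SMAP2, 2.55 and 0.84 for STAT6, 1.09 and 0.55 for TMEM201 and 1.53 and 0.36 for TMEM70. The remaining pairs were 1.63 and 0.75 for TNPO1, 1.88 and 0.27 for WNK4 and 1.50 and 1.02 for XRCC5.

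For P2 vs. P3 of the antagomiR, the paper's and the present log2 difference were 1.09 and 0.79 for AHCYL1, 1.68 and 0.77 for AIRIM, 1.21 and 0.29 for DIXDC1, 2.02 and 1.27 for DSG2, 1.21 and 0.67 for FRMD8, 1.72 and 0.73 for G3BP2 and 1.22 and 0.62 for GATD3. In the same order they were 0.86 and 0.45 for HOOK3, 1.29 and 0.66 for KCTD10, 1.33 and 0.70 for KIF1B, 1.37 and 0.30 for KIF3A, 1.86 and 0.90 for KPNB1, 1.15 and 0.39 for LRRC47 and 1.40 and 0.53 for MINK1. The pairs went on with 2.55 and 0.85 for NRIP1, 1.07 and 0.21 for NTN4, 1.76 and 0.68 for PDCD4, 1.54 and -0.11 for RERE, 1.60 and 0.68 for SAMD4B, 1.18 and 0.44 for SLC23A2 and 1.20 and -0.16 for SLC25A14. The remaining pairs were 0.92 and 0.57 for SMAP2, 2.64 and 0.62 for STAT6, 1.13 and 0.53 for TMEM201, 1.68 and 0.54 for TMEM70, 1.65 and 0.36 for TNPO1 and 1.14 and -0.10 for WNK4.

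For P1 vs. P2 of the antagomiR, the paper's and the present log2 difference were 0.65 and 0.43 for AP2B1, 0.75 and 0.30 for ATRX, -1.46 and -0.23 for BAG1 and -0.87 and -0.26 for SLC25A14.

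For P2 vs. P3 of the mimic, the paper's and the present log2 difference were 0.91 and 0.60 for AHCYL1, 1.69 and 0.94 for ANKFY1, 1.29 and 0.83 for ATRX, 1.35 and 0.31 for BAG1, 2.00 and 0.82 for CD47 and 1.10 and 0.19 for DIXDC1. In the same order they were 2.15 and 1.42 for DSG2, 1.57 and 0.36 for FRMD8, 1.45 and 0.69 for G3BP2, 1.00 and 0.46 for GATD3, 1.10 and 0.56 for HOOK3 and 1.08 and 0.66 for IGSF8. The pairs went on with 1.43 and 0.92 for KIF1B, 1.57 and 0.49 for KIF3A, 1.48 and 0.69 for MINK1, 2.13 and 0.87 for NRIP1, 1.54 and 0.25 for NTN4 and 1.84 and 1.11 for PLEKHB2. Further pairs were 1.24 and 0.12 for RERE, 1.83 and 1.03 for ROCK2, 1.48 and 0.90 for SHQ1, 1.12 and 0.40 for SLC23A2, 0.93 and 0.0038 for SLC25A14 and 0.62 and 0.30 for SMAP2. The remaining pairs were 2.24 and 0.62 for STAT6, 1.14 and 0.67 for TMEM201, 1.41 and 0.56 for TMEM70, 0.95 and 0.65 for TNPO1, 0.81 and 0.48 for U2AF2 and 1.39 and 0.18 for WNK4.

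For P1 vs. P3 of the mimic, the paper's and the present log2 difference were -1.39 and -0.66 for ADA, 2.06 and 1.10 for ANKFY1, 1.88 and 0.85 for AP2B1, 2.30 and 1.19 for ATRX, -1.56 and -0.94 for BAX and 1.86 and 0.98 for EEA1. In the same order they were -2.20 and -2.94 for H2BC21, 2.21 and 1.49 for HNRNPU, 1.23 and 0.79 for HOOK3, 1.08 and 0.29 for KCTD10, 1.69 and 1.21 for KIF1B and 1.06 and 0.36 for MINK1. The pairs went on with -1.90 and -1.56 for PCGF2, -1.33 and -0.28 for PHTF2, 2.20 and 1.16 for PLEKHB2, -1.72 and -0.65 for PTPMT1, -1.95 and -0.39 for SMAD7 and 0.99 and 0.44 for SMAP2. The remaining pairs were -1.27 and -1.89 for SPRED2, -2.11 and -0.96 for TAF8, -1.56 and -0.89 for TIPARP, -1.75 and -0.89 for UQCRB and 1.72 and 0.16 for WNK4.

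For P1 vs. P2 of the mimic, the paper's and the present log2 difference were -1.33 and -0.46 for ADA, -2.23 and -0.72 for BAG1, -1.62 and -0.73 for BAX, -1.29 and -0.67 for PCGF2 and -2.33 and -0.48 for PTPMT1. The remaining pairs were -1.40 and -0.85 for SLC25A14, -1.88 and -0.23 for SMAD7, -2.26 and -0.84 for TAF8, -1.47 and -0.70 for TTC5 and -1.73 and -0.66 for UQCRB.

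For the mimic vs. the antagomiR over P1 and P3, the paper's and the present log2 difference were -1.44 and -0.57 for CD47, -0.28 and -0.58 for EEA1 and -0.87 and -0.27 for HP1BP3.

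For the mimic vs. the antagomiR in P3, the paper's and the present log2 difference were -1.61 and -0.081 for CD47, 0.12 and -0.32 for EEA1 and -1.05 and 0.12 for IGSF8.

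For the mimic vs. the antagomiR in P1, the paper's and the present log2 difference were -1.13 and -0.26 for NTN4 and -1.10 and -0.70 for TTC5.

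For the mimic vs. the antagomiR over the 3 pools, the paper's and the present log2 difference were -0.97 and -0.42 for CD47 and -0.68 and -0.18 for HP1BP3.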

Other observations

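The comparison of the experiments without the mimic P1 array of replicate 2, and the genes called there, were looked at after the results were seen. That comparison treats the pools of a culture as separate samples and sets a single experiment against another. Its counts, standard errors and adjusted p-values describe these cultures only.

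SLC7A1, an arginine transporter and long known target of miR-122, differed between P1 and P3 of the antagomiR by 1.40 (adjusted p = 0.48, and 0.0019 with the replicate block without the mimic P1 array of replicate 2), and in P1 between the mimic and the antagomiR by -0.98 (standard error 0.94), and by 0.49 without that array.

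Iron genes had a median of -0.74 between P1 and P3 of the mimic (camera adjusted p = 0.62) and of -0.09 with the antagomiR (adjusted p = 0.89), with 0 of 7 called by limma or by the one-way test after adjustment. At unadjusted p under 0.05, 0 were higher and 2 lower with the mimic. After cyclic loess the median with the mimic turned to 0.04, with 1 of 7 called lower. Over the 3 pools HJV differed by 0.35 (adjusted p = 0.77) and HFE by -0.24 between the mimic and the antagomiR, and the hepcidin gene HAMP by -0.44 (standard error 0.83). FTL, the light chain of ferritin, differed by -1.34 in P1 and by 0.03 without the mimic P1 array of replicate 2.

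The HCC-linked proteins of the study had a median of 0.75 between P1 and P3 of the antagomiR (adjusted p = 0.065, and 0.003 with the replicate block) and of 0.11 with the mimic (adjusted p = 0.90), with 0 of 6 called by limma or the one-way test and 0 at unadjusted p under 0.05. Between the mimic and the antagomiR, their median was -0.94 in P1 (adjusted p = 0.047, adjusted p = 0.35 with an estimated correlation) and -0.52 over the pools (adjusted p = 0.018, adjusted p = 0.49 with an estimated correlation), and without the mimic P1 array of replicate 2 it was -0.70 (adjusted p = 0.13) and -0.41 (adjusted p = 0.067). Neither passed after cyclic loess (adjusted p = 0.50 and 0.26) or the dim filter (adjusted p = 0.45 and 0.20). In P1, TK1 differed by -1.42 between the mimic and the antagomiR and by -1.37 without the mimic P1 array of replicate 2, SLC1A5 by -1.34 and -0.01, and CLIC1 by -0.90 and 0.03. The values without that array take in the difference between the replicates.

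Genes the study found reduced by qPCR came from candidates it had chosen on these arrays, so their pool shifts are not independent evidence. Between P1 and P3 of the antagomiR they had a median of 0.57 (adjusted p = 0.0018, adjusted p = 0.31 with an estimated correlation). Of 23, 3 were higher (9 higher and 2 lower over the list alone), with adjusted p = 0.049 after cyclic loess and 0.21 after the dim filter. With the mimic the median was 0.36 (adjusted p = 0.64, 4 higher and 1 lower, and 6 and 8 over the list alone). Proteins of Table S8, also a study list, had a median of 0.70 with the antagomiR (adjusted p = 7.6e-09, adjusted p = 0.22 with an estimated correlation, 2 of 39 higher and 8 over the list alone) and of 0.20 with the mimic (adjusted p = 0.15, 0.038 with the replicate block and 0.00032 after cyclic loess, 1 higher, and 4 and 1 over the list alone). In P1 between the mimic and the antagomiR, the qPCR genes had a median of -0.49 (adjusted p = 0.00094) and the proteins of Table S8 of -0.65 (adjusted p = 4.0e-06), both with adjusted p = 0.35 with an estimated correlation. Neither passed after cyclic loess (adjusted p = 0.31 and 0.41) or the dim filter (adjusted p = 0.29 and 0.095). Such lists are not independent of the study. Immune markers had medians of -0.06 with the mimic (adjusted p = 0.98) and -0.03 with the antagomiR (adjusted p = 0.47). Fibroblast and endothelial markers had a median of -0.04 with the antagomiR (adjusted p = 0.78). Glycolysis had a median of 0.16 with the mimic (adjusted p = 0.17, 2 of 22 higher and 3 over the list alone). After cyclic loess the glycolysis median was 0.67 (adjusted p = 0.00067), with 3 of 22 called.

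Between the experiments, without the mimic P1 array of replicate 2, 1458 transcripts were higher and 745 lower in replicate 2. E2F4-linked cell cycle genes had a median of 1.28 there, with 33 of 36 higher (adjusted p = 0.13 with an estimated correlation), histones of 0.73 with 24 of 41 higher (adjusted p = 0.35 with an estimated correlation), ER chaperones of -0.69 with 11 of 16 lower (adjusted p = 0.35 with an estimated correlation) and secreted hepatocyte proteins of -0.40 with 15 of 37 lower (adjusted p = 0.20 with an estimated correlation). CLSPN, DTL and CDK1, which act in DNA replication and division, were higher by 2.61, 2.34 and 2.01 and HAMP by 2.65 (standard error 0.15), while IGFBP1, SLC17A2 and the asparagine synthetase ASNS differed by -2.76, -2.65 and -1.86. The cultures of replicate 2 may have held more dividing cells, which was not tested, and the number of differences stayed at 2164 after cyclic loess. VSIG1 (-0.99, standard error 0.09, adjusted p = 0.013) and SFT2D1 (-0.90, standard error 0.10, adjusted p = 0.045) were called between the mimic and the antagomiR over the pools with the replicate block without that array. They lie outside the rule for naming genes.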
